# Genome-Wide Analysis of MicroRNAs and Their Target Genes Related to Leaf Senescence of Rice

**DOI:** 10.1371/journal.pone.0114313

**Published:** 2014-12-05

**Authors:** Xiangbin Xu, Haiqi Bai, Chaoping Liu, Eryong Chen, Qifeng Chen, Jieyun Zhuang, Bo Shen

## Abstract

Grain production of rice (*Oryza sativa* L.) is a top priority in ensuring food security for human beings. One of the approaches to increase yield is to delay leaf senescence and to extend the available time for photosynthesis. MicroRNAs (miRNAs) are key regulators of aging and cellular senescence in eukaryotes. Here, to help understand their biological role in rice leaf senescence, we report identification of miRNAs and their putative target genes by deep sequencing of six small RNA libraries, six RNA-seq libraries and two degradome libraries from the leaves of two super hybrid rice, Nei-2-You 6 (N2Y6, age-resistant rice) and Liang-You-Pei 9 (LYP9, age-sensitive rice). In total 372 known miRNAs, 162 miRNA candidates and 1145 targets were identified. Compared with the expression of miRNAs in the leaves of LYP9, the numbers of miRNAs up-regulated and down-regulated in the leaves of N2Y6 were 47 and 30 at early stage of grain-filling, 21 and 17 at the middle stage, and 11 and 37 at the late stage, respectively. Six miRNA families, osa-miR159, osa-miR160 osa-miR164, osa-miR167, osa-miR172 and osa-miR1848, targeting the genes encoding APETALA2 (AP2), zinc finger proteins, salicylic acid-induced protein 19 (SIP19), auxin response factors (ARF) and NAC transcription factors, respectively, were found to be involved in leaf senescence through phytohormone signaling pathways. These results provided valuable information for understanding the miRNA-mediated leaf senescence of rice, and offered an important foundation for rice breeding.

## Introduction

MicroRNAs (miRNAs) are short, single strand and endogenous non-coding small RNAs (sRNAs) that negatively regulate gene expressions at post-transcriptional level by repressing gene translation or degrading target mRNAs [1], [2]. They are encoded by independent transcriptional units in intergenic regions and transcribed by RNA polymerase II or III to form primary miRNA (pri-miRNA). The pri-miRNA are processed by ribonuclease III enzymes into a stem–loop miRNA::miRNA* duplex [3]. In plants, the stem loop region of pri-miRNAs is processed by Dicer-like (DCL) endonuclease, forming small double stranded RNA (dsRNA) miRNA: miRNA* [2], [3]. The mature miRNA is incorporated in the RNA-induced silencing complex (RISC) with endonuclease AGO and guide the cleavage or translational repression of the target mRNA by complementary base-pairing [4]. In plants, miRNAs are involved in multiple crucial biological processes [5], [6], such as organ development and plant responses to environmental stresses [7]–[9]. Notably, miRNAs also play important roles in plant senescence. In an ethylene-dependent manner, the down-regulated miR164 increased the transcripts of *NAC1*, *ORE1* (*AtNAC2*) and *At5g61430*, and positively regulated cell death and senescence during leaf aging of *Arabidopsis thaliana* [10]. On the other hand, miR164 ectopic expression or lack of ORE1 activity promoted longevity of *Arabidopsis* leaf [10]. Another miRNA, miR319, targeting *TB1*, *CYC* and *PCF* (*TCP*), has crucial function in repressing the onset of senescence. Overexpression of miR319 caused plants to stay green much longer while compromised miR319-dependent regulation of one of its main targets, TCP4, resulted in increased expression of genes that are normally active in older leaves [11]. Moreover, disrupting miR394 expression was reported to lead to leaf development abnormalities. Defects with upward curling leaves were observed in transgenic plants overexpressing MIR394a/b, whereas loss of MIR394 function resulted in a curled-down leaf phenotype. The mechanism mainly was the interplay between miR394 and its target LCR (*LEAF CURLING RESPONSIVENESS*), an F-box (SKP1-Cullin/CDC53-F-box) gene, which involved in regulating leaf curling-related morphology through auxin [12].

To date, 30,424 miRNAs from 206 species (miRbase 20, http://www.mirbase.org/) are identified, but the function for most miRNAs remains unknown. Identification of their targets is a primary component for understanding their biological functions in diverse biological processes. Recently development of degradome sequencing provided a new strategy for validating the splicing targets on a whole genome scale, which revolutionized the traditional computational target prediction and has been successfully employed on identifying miRNA targets in plants [13]–[15].

Rice (*Oryza sativa* L.) is one of the most important food crops, which provides the staple for over half of the world's population. Demand for rice continues to increase since the world consumption has exceeded production [16]. Hence, enhancing rice production for ensuring food security is one of the top priorities for human being. However, leaf aging or senescence might seriously affect the grain yield of a rice variety. For example, Liang-You-Pei 9 (LYP9), one of the super hybrid rice, possesses big advantages of high yield and high disease resistance [17], but is age-sensitive [18], which often decreases grain yield. Nei-2-You 6 (N2Y6), one of the other super hybrid rice, shows characteristics of age-resistant and often with high grain yield [19]. Understanding the complex mechanism of leaf senescence will help to mitigate yield reduction by prolonging leaf life. To have a better understanding of the complex mechanism of leaf senescence, miRNAs and their targets involved in leaf senescence of N2Y6 and LYP9 were analyzed by high-throughput sequencing in the present study.

## Results

### Senescence characterization of leaves in two hybrid rice

From the senescence phenotype of leaves at the early, middle and late stages of grain-filling in LYP9 and N2Y6 (Fig. 1 A), N2Y6 were found to be more age-resistance than LYP9. The content of chlorophyll a and chlorophyll b in leaves at the early, middle and late stages of grain-filling of N2Y6 was higher than that of LYP9 (Fig. 1 B). These characterizations further confirmed that N2Y6 was age-resistance and LYP9 was age sensitive.

**Figure 1:**
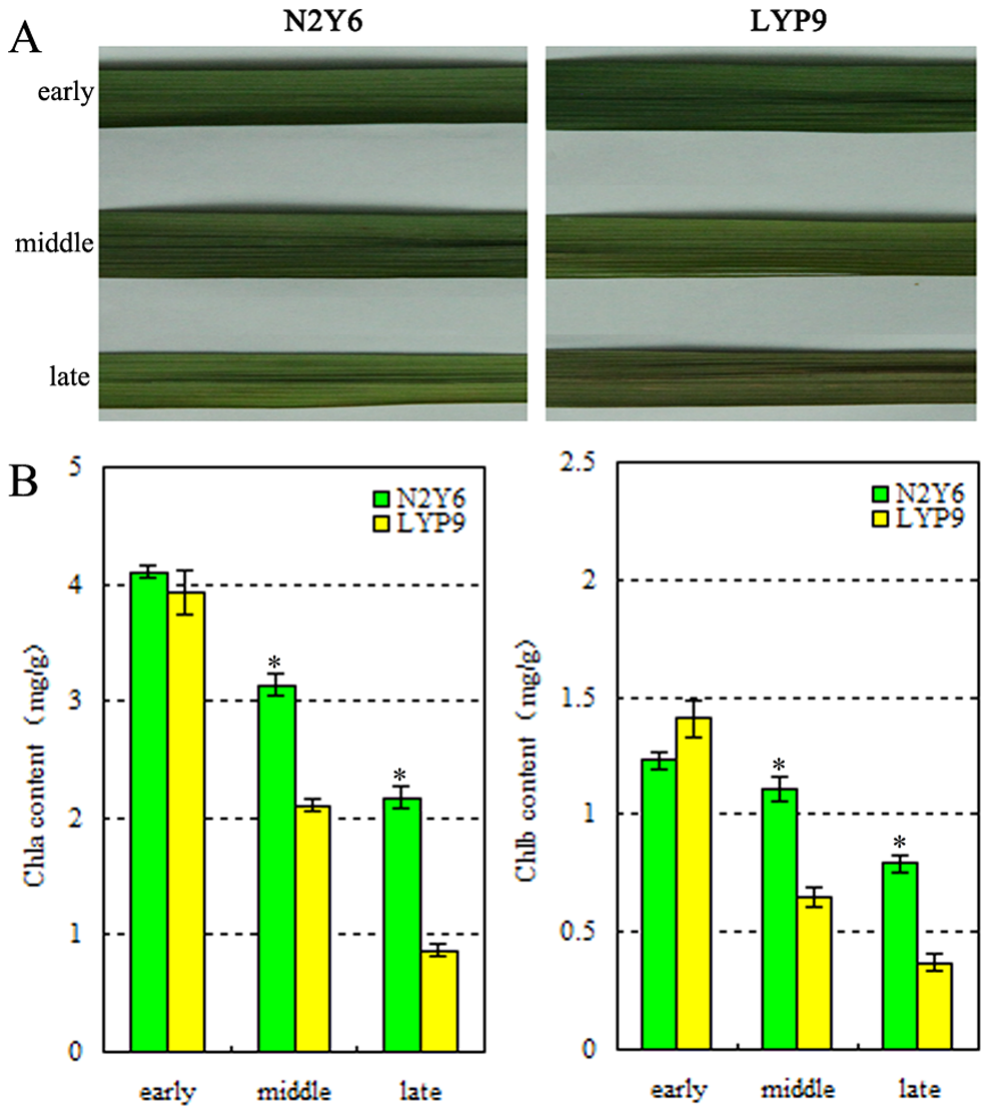
Senescence characterization of the leaves at the early, middle and late stages of grain-filling in LYP9 and N2Y6. (A) Senescence phenotype of the leaves; (B) The content of chlorophyll a and chlorophyll b in leaves.

### Overview of deep sequencing in small RNA

To identify possible miRNA involved in the leaf senescence of N2Y6 and LYP9, six small RNA libraries from the flag leaves of N2Y6 and LYP9 were constructed and sequenced by high-throughput Illumina Solexa system, respectively. 

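The reads of a few conserved miRNAs made up most of each small RNA library. A sequence shared by osa-miR166a-3p and its close relatives, which target homeobox-leucine zipper transcription factors of leaf polarity, took 51.7, 38.6 and 47.2% of the miRNA reads in N2Y6-E, N2Y6-M and N2Y6-L and 34.5, 48.9 and 29.7% in LYP9-E, LYP9-M and LYP9-L. The 10 most read sequences took 86.0 to 90.6% of the reads of a library. Each of the 6 libraries came from flag leaves of 12 pooled plants, with 1 library for each hybrid and stage. The deposited tables hold raw reads, divided by the authors among the names that share a sequence, and normalized reads, which equal the raw reads times 1 factor per library, from 0.865 to 1.23. Reads of listed miRNAs came to 394648, 289216 and 301321 in N2Y6-E, N2Y6-M and N2Y6-L and to 279869, 358356 and 294190 in LYP9-E, LYP9-M and LYP9-L. The values given here rest on these reads and not on the mappable reads of Table 1, of which they are a part. Ratios are log2 values of N2Y6 over LYP9 from the normalized reads. Their 95% intervals are exact conditional (Clopper-Pearson) intervals of the raw reads and cover counting error only, since PCR copies cannot be told apart. As no hybrid and stage has a second library, a difference at 1 stage has no replicate check. A count of 0 leaves room for up to 3 reads, which is 2.59 to 3.70 normalized reads. The threshold was read here as a log2 ratio above 1.5 or below -1.5. At least 10 normalized reads were required in at least 1 of the compared libraries. Both were fixed before the counts were made, but after the study's miRNA expression values had been read. A hybrid difference over the 3 stages was tested with edgeR's quasi-likelihood test, with stage and hybrid as terms, TMM scaling and 2 residual degrees of freedom. The stages stand in for replicates there, which they are not. Scaling by TMM instead of the authors' factors would move every ratio by -0.03 at the early, 0.21 at the middle and 0.51 at the late stage.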

The number of raw reads yielded from the leaves in different stages of the grain-filling in N2Y6 and LYP9 were 7,285,774 and 7,727,107 at the early stage, 12,516,204 and 8,615,227 at the middle stage, and 8,412,408 and 5,726,539 at the late stage, respectively (Table 1). After removal of corrupted adapter sequences, reads with length <15 and > 25 nt, junk reads, common RNA families (mRNA, rRNA, tRNA, snRNA, snoRNA) and repeats, a total of 5,307,483 and 4,820,096 mappable reads for the early grain-filling stage, 8,369,566 and 5,326,457 ones for the middle stage, and 5,576,891 and 4,095,534 ones for the late stage were obtained, respectively (Table 1). The size distribution of the mappable reads did not show significantly difference among the six libraries. The majority of the reads were 20–24 nt, with 24 nt as the most frequent size followed by 21 nt as the second largest percentage representing the class of endogenous small RNA families (Fig. 2).

**Figure 2:**
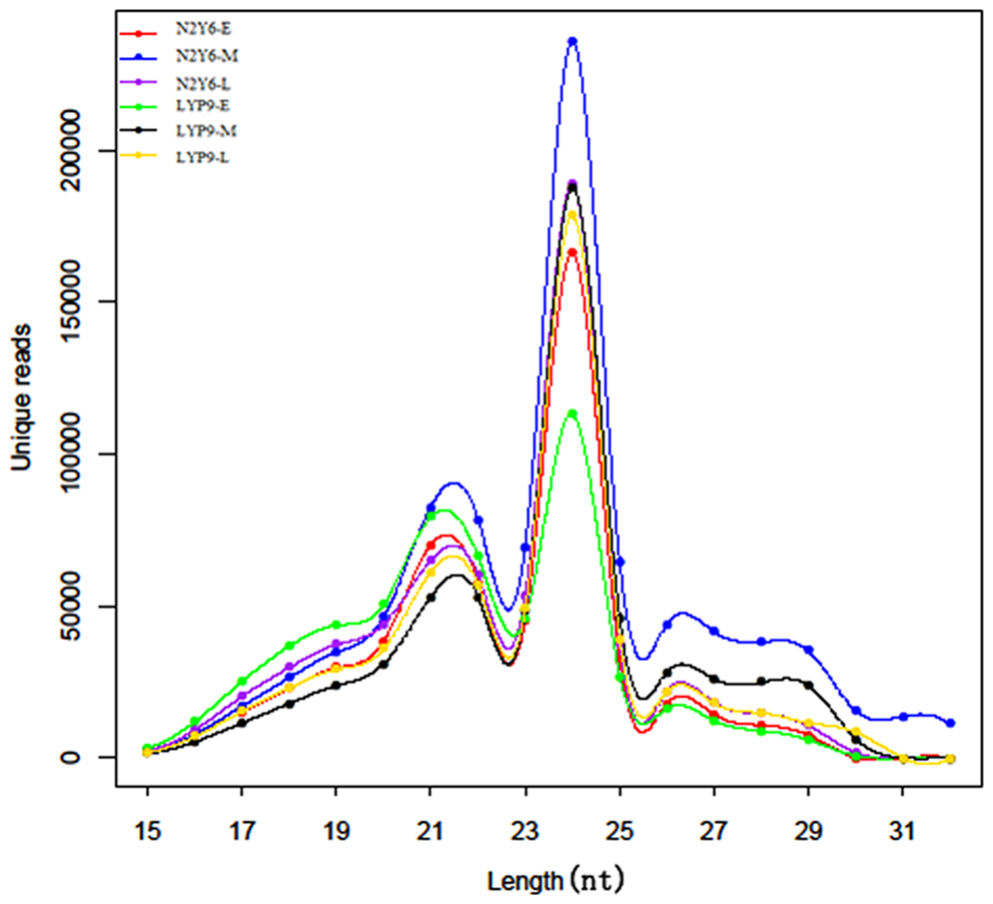
Length distribution of mappable counts of sequ-seqs type in six libraries of leaf.

**Table 1:** Overview of reads from raw data to cleaned sequences.

	N2Y6-E		N2Y6-M		N2Y6-L		LYP9-E		LYP9-M		LYP9-L	
RNA class	counts	Percentage of total	counts	percentage of total	counts	percentage of total	counts	percentage of total	counts	percentage of total	counts	percentageof total
Raw reads	7285774	100	12516204	100	8412408	100	7727107	100	8615227	100	5726539	100
3ADT&length filter	458744	6.3	1569764	12.54	873723	10.39	979790	12.68	1751774	20.33	396886	6.93
Junk reads	11629	0.16	29910	0.24	12572	0.15	12890	0.17	20326	0.24	14498	0.25
Rfam	915420	12.56	1617769	12.93	1156692	13.75	1111146	14.38	976714	11.34	736977	12.87
mRNA	881815	12.1	1365424	10.91	1135910	13.5	1204102	15.58	833965	9.68	679048	11.86
Repeats	72900	1	93715	0.75	118700	1.41	109179	1.41	90416	1.05	52236	0.91
rRNA	477605	6.56	1059109	8.46	731464	8.7	697772	9.03	573906	6.66	393905	6.88
tRNA	340701	4.68	394924	3.16	281522	3.35	236105	3.06	301997	3.51	248862	4.35
snoRNA	17137	0.24	32249	0.26	26564	0.32	34106	0.44	20219	0.23	21762	0.38
snRNA	17280	0.24	31258	0.25	22750	0.27	29455	0.38	24359	0.28	23468	0.41
other Rfam RNA	62697	0.86	100229	0.8	94392	1.12	113708	1.47	56233	0.65	48980	0.86
Mappable reads	5307483	72.85	8369566	66.87	5576891	66.29	4820096	62.38	5326457	61.83	4095534	71.52

3ADT&length filter: reads removed due to 3ADT not found and length with <17 nt and>25 nt were removed.

Junk reads: Junk:> = 2N,> = 7A,> = 8C,> = 6G,> = 7T,> = 10Dimer,> = 6Trimer, or> = 5Tetramer.

Rfam: collection of many common non-coding RNA families except micro RNA; http://rfam.janelia.org.

Repeats: prototypic sequences representing repetitive DNA from different eukaryotic species; http://www.girinst.org/repbase.

Notes: there is overlap in mapping of reads with mRNA, rRNA, tRNA, snRNA, snoRNA and repeats.

### Identification and expression analysis of known miRNAs and their isoforms

To identify the known miRNAs in the six libraries, the clean reads were compared with the currently known plant precursor or mature miRNA sequences in miRBase 20.0 (http://www.mirbase.org/). A total of 592 pre-miRNAs corresponding to 713 mature miRNAs were found. Among them, 268 pre-miRNAs corresponding to 371 miRNAs, as well as 91 new mature 5′-or 3′-miRNAs corresponding to *O. sativa* pre-miRNAs were detected for the first time (Table S1). Moreover, many variants of the known miRNAs were identified, especially at the 3′ and 5′ ends. 

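osa-miR166a-3p, osa-miR168a-5p and osa-miR159b were among the most read of the known miRNAs, while many others had few reads. osa-miR168a-5p, which targets the ARGONAUTE1 slicer of the miRNA pathway, took 7.75 to 13.6% of the reads of a library. osa-miR528-5p, a miRNA of monocots that targets copper proteins, took 2.78 to 7.56%. The deposited table names 346 known miRNAs with 284 distinct sequences from 261 pre-miRNAs. Of these names, 137 carry the sequence of miRBase 20, 120 a variant of it and 89 a mature sequence that miRBase does not list for the pre-miRNA. A length of 21 nt was found for 176 names (50.9%) and a length of 24 nt for 65 names (18.8%). In all 6 libraries, 126 names had at least 10 normalized reads and 103 had fewer than 10. For these 103 names a difference between N2Y6 and LYP9 was not detectable at this depth by the filter used here.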

The variants were defined as “isomiRs”, which frequently had higher counts than the corresponding known reference miRNA sequences listed in miRBase. The most abundant sequence in alignment with known rice miRNAs listed in miRBase 20.0 was identified as a representative of the alignment and designated ‘‘dominant isomiR’’. A dominant isomiR was further defined based upon its differences from the reference miRNA sequence in miRBase 20.0. For example, osa-miR160a-5p_L+1R-1 (L = 5'end; R = 3'end) is a variant of osa-miR160a-5p and is 1 nt longer at 5' end and 1 nt shorter at 3' end than osa-miR160a-5p, and osa-miR812s_1ss11AG contains a variation from A to G at the 11th nucleotide compared with the reference osa-miR812s. 

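osa-miR160a-5p_L+1R-1, a variant of a miRNA that targets auxin response factors, had 57.6, 21.1 and 29.2 normalized reads in N2Y6-E, N2Y6-M and N2Y6-L and 20.8, 39.9 and 32.5 in LYP9-E, LYP9-M and LYP9-L. The same sequence stands under the names of osa-miR160b-5p_L+1R-1 and osa-miR160c-5p_L+1R-1, so these 3 names have the same reads. osa-miR812s_1ss11AG, a 24 nt sequence with a base change inside it, had 14.8, 9.37 and 6.05 normalized reads in N2Y6 and 9.03, 11.7 and 19.6 in LYP9. Its ratio was below -1.5 at the late stage alone, at -1.70 (95% interval -3.48 to -0.46), and at -1.19 with TMM scaling it was not. Variants like these account for 120 names and 86 distinct sequences. The tables hold 1 dominant sequence per name, so the reads of the reference sequence beside the variant are not in them.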

In total, 28 known rice miRNA isomiRs had more counts than reference miRNA sequences listed in miRBase 20.0. The details of isomiRs for each known miRNA are presented in Table S1.

To identify the known miRNAs that involved in senescence of leaf at early, middle and late stages of grain-filling in rice, differential expression of them in the six libraries was analyzed and compared using the counts of reads generated from the high-throughput sequencing (Table S2). Considering the extremely low abundances might lead to false results, the miRNAs with less than 10 norm reads were removed from the expression analysis. The expression of miRNAs with log_2_ fold changes higher than 1.5 was designated as up-regulated, and less than 0.5 was designated as down-regulated. Compared with the expression of miRNA in leaves of LYP9-E, LYP9-M and LYP9-L, the numbers of up-regulated and down-regulated known miRNAs were 32 and 24 for N2Y6-E, 15 and 6 for N2Y6-M, and 7 and 24 for N2Y6-L, respectively (Fig. 3, Table S2). Moreover, six miRNAs, including osa-miR160e-5p, osa-miR166i-3p_L+2R-2, osa-miR167e-3p, osa-miR167i-3p, osa-miR390-5p and osa-miR3979-5p_R+1, were up-regulated in leaves at least in two stages of grain-filling in rice N2Y6, and 11 miRNAs, including osa-miR1320-3p, osa-miR169h_R-1, osa-miR169i_R-1, osa-miR169j_R-1, osa-miR169k_R-1, osa-miR169l_R-1, osa-miR169m_R-1, osa-MIR1883b-p5_1ss6TA_L+12R-15, osa-miR2863b_L-1R+1, osa-MIR2871b-p5 and osa-miR5508, were down-regulated in leaves at least in two stages of grain-filling in rice N2Y6 (Table 2). 

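At the early stage osa-miR528-3p, the partner strand of a miRNA that targets copper proteins, was far higher in N2Y6, and both strands of osa-miR1320 were far lower. At the late stage osa-miR390-5p, which triggers the trans-acting small RNAs that restrain auxin response factors, and osa-miR396a-5p, which targets growth-regulating factors, were higher in N2Y6. More known miRNAs were higher than lower at the early stage, and far more were lower than higher at the late stage. The known miRNAs above and below the threshold numbered 39 and 26 at the early, 18 and 17 at the middle and 12 and 51 at the late stage. The filter acted on the divided reads of each name, so a sequence with many names can fall under it. With reads summed and each distinct sequence counted once, they were 32 and 19, 18 and 16, and 13 and 43. The sequence shared by osa-miR395b_L-1 and its relatives had 116.67 normalized reads in N2Y6-M and 9.87 in LYP9-M. Its ratio was 3.56, and at the middle stage only the count by distinct sequence includes it.

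osa-miR528-3p had 2944 raw reads in N2Y6-E and 176 in LYP9-E, a ratio of 4.29 (95% interval 4.07 to 4.52). osa-miR1320-5p had a ratio of -5.43 (-6.11 to -4.82) at the early stage. At the middle stage osa-miR1874-3p, of 24 nt, had a ratio of 4.62 (2.71 to 7.69). The sequence shared by osa-miR531a and osa-miR531b had no read in N2Y6-M and 49.4 normalized reads in LYP9-M. At the late stage the ratio was 3.82 (2.19 to 6.14) for osa-miR390-5p and 3.46 (2.65 to 4.33) for osa-miR396a-5p. osa-MIR1883b-p5_1ss6TA_L+12R-15 had 3.26 normalized reads in N2Y6-L and 298 in LYP9-L. With TMM scaling, counted by distinct sequence, the split became 31 and 22, 21 and 13, and 20 and 25. With mappable reads as totals it became 32 and 50, 11 and 19, and 11 and 61. The balance of higher and lower miRNAs therefore depends on the scaling.

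In the test over all stages, osa-MIR159b-p5, the partner strand of osa-miR159b, and the osa-miR531 sequence were lower in N2Y6. Their log2 differences were -3.10 (standard error 0.65) and -4.65 (standard error 0.98), both with an adjusted p of 0.0369 from edgeR's quasi-likelihood test of 213 sequences. The osa-miR531 sequence had 0, 0 and 7 raw reads in N2Y6-E, N2Y6-M and N2Y6-L and 1, 40 and 111 in LYP9-E, LYP9-M and LYP9-L. Its difference thus comes from the middle and the late stage, and at the early stage it was hardly read in either hybrid. Over the alternatives the adjusted p ranged from 0.00014 to 0.943 for osa-MIR159b-p5 and from 0.00032 to 0.383 for the osa-miR531 sequence, which was not tested in 3 of the 8. At an unadjusted p under 0.05 there were 24 sequences, and DESeq2 gave 11 past the adjusted threshold. In simulated libraries of the same spread the test found 6 of 39 sequences with a 4-fold difference, so most differences of that size would be missed.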

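Some differences of the early stage came back at the late stage. osa-miR160e-5p, osa-miR166i-3p_L+2R-2 and osa-miR390-5p, whose targets include auxin response factors, homeobox-leucine zipper genes and the trans-acting small RNA precursor, were higher in N2Y6-E and N2Y6-L and not in N2Y6-M. Their ratios at the middle stage were -0.20, -1.59, or -1.38 with TMM scaling, and 0.76. Of the 39 names higher at the early stage, 8 were also higher at the late stage. Of the 26 lower ones, 20 were also lower then, and several of these names share a sequence. With TMM scaling, distinct sequences of known miRNAs and candidates with at least a 4-fold difference in the same direction at the early and the late stage were evenly divided. Of them 8 were higher and 7 lower in N2Y6. osa-miR168a-3p_L-3 was past the threshold in opposite directions at these stages. osa-miR530-3p was higher at the early and the middle stage. Lower at all 3 stages were osa-MIR159b-p5 and osa-miR2863b_L-1R+1.

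osa-miR160e-5p had ratios of 2.80 (95% interval 1.64 to 4.21) at the early and 1.67 (0.56 to 2.89) at the late stage, and osa-miR166i-3p_L+2R-2 had 2.51 at the early and 2.47 (1.80 to 3.28) at the late stage. The sequence shared by osa-miR167e-3p and osa-miR167i-3p had ratios of 1.43, 2.02 and 1.05, of which that at the middle stage was above the threshold, and with TMM scaling the late one, at 1.56, was above it as well. osa-miR3979-5p_R+1 was above it at the late stage alone, with 12 raw reads in N2Y6-L and 2 in LYP9-L. osa-miR1320-3p had ratios of -6.19, -1.06 and -6.10. The names from osa-miR169h_R-1 to osa-miR169m_R-1, which target subunits of nuclear factor Y, each had -2.18, -0.68 and -3.66, from 1.62 to 18.5 raw reads per name. osa-miR2863b_L-1R+1 had -5.39, -1.74 and -4.27.

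In edgeR's test over the 3 stages, 5 of the 29 tested sequences that the study names passed when adjusted over the list alone, and none of these 5 passed when adjusted over all sequences. The list was chosen on these libraries, so the first count is not independent evidence. These 5 were osa-miR1320-5p at -3.63 (standard error 0.92), osa-miR1320-3p at -4.18 (1.07), osa-miR2863b_L-1R+1 at -3.05 (0.85), osa-miR390-5p at 2.68 (0.76) and osa-miR530-3p at 2.12 (0.57), each with an adjusted p of 0.0206 over the list alone. Over all sequences their adjusted p ran from 0.0911 to 0.108.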

Interestingly, compared with the expression in leaves of LYP9, osa-miR5508 was found to be down-regulated in all leaves of three stages of grain-filling in rice N2Y6 (Table 2), suggested that it might perform important role in regulating leaf senescence.

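osa-miR5508 had fewer reads in N2Y6 than in LYP9 at every stage, at low counts. The raw reads were 2, 2 and 4 in N2Y6-E, N2Y6-M and N2Y6-L and 9, 13 and 18 in LYP9-E, LYP9-M and LYP9-L. Its ratios were -1.94 (95% interval -5.19 to 0.33), -3.21 (-6.40 to -1.07) and -2.44 (-4.46 to -0.84). At the early stage both libraries were under 10 normalized reads, at 2.11 and 8.12, so osa-miR5508 was below the threshold at the middle and the late stage and was not assessed at the early one. Its log2 difference over the 3 stages was -2.23 (standard error 0.89, adjusted p = 0.310 from edgeR's quasi-likelihood test), which did not pass. osa-MIR159b-p5, which was lower at all 3 stages with more reads, had 12.7, 40.7 and 14.0 normalized reads in N2Y6 and 238, 217 and 154 in LYP9. From the lower level of osa-miR5508 at each stage, the paper proposes an important role for it in leaf senescence.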

**Figure 3:**
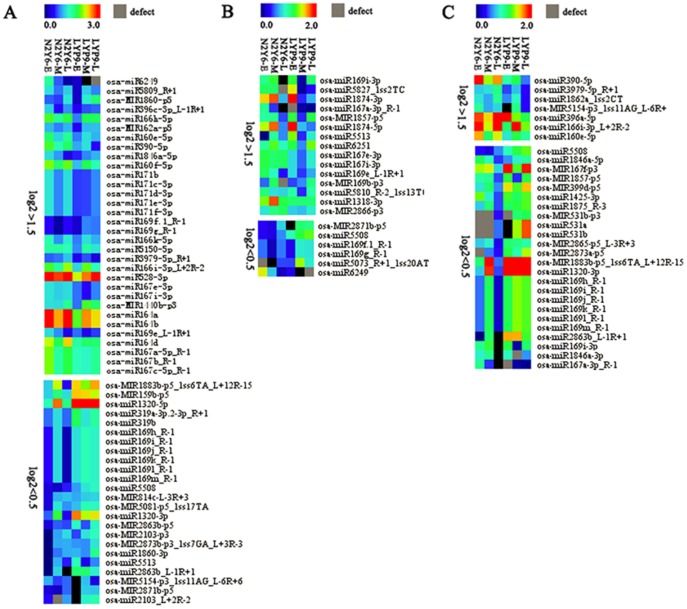
Differential expression levels of known miRNAs in the leaves of N2Y6 and LYP9. (A) miRNAs with the expression level of log_2_>1.5 and log_2_<0.5 in the leaves of N2Y6 at the early stage of grain-filling as compared with that in LYP9. (B) miRNAs with the expression level of log_2_>1.5 and log_2_<0.5 in the leaves of N2Y6 at the middle stage of grain-filling as compared with that in LYP9. (C) miRNAs with the expression level of log_2_>1.5 and log_2_<0.5 in the leaves of N2Y6 at the late stage of grain-filling as compared with that in LYP9.

**Table 2:** The known and miRNA candidates which showed significant changes in leaves at least in two stages of grain-filling in the two hybrid rice.

miR_name	log_2_(N2Y6-E/LYP9-E)	log_2_(N2Y6-M/LYP9-M)	log_2_(N2Y6-L/LYP9-L)
osa-miR160e-5p	+ +	−	+ +
osa-miR166i-3p_L+2R-2	+ +	−	+ +
osa-miR167e-3p	+ +	+ +	−
osa-miR167i-3p	+ +	+ +	−
osa-miR390-5p	+ +	−	+ +
osa-miR3979-5p_R+1	+ +	−	+ +
PC-3p-337602_10	+ +	+ +	−
PC-3p-638008_4	+ +	+ +	−
PC-5p-151167_37	−	+ +	+ +
PC-5p-171396_32	+ +	−	+ +
osa-miR1320-3p	+	−	+
osa-miR169h_R-1	+	−	+
osa-miR169i_R-1	+	−	+
osa-miR169j_R-1	+	−	+
osa-miR169k_R-1	+	−	+
osa-miR169l_R-1	+	−	+
osa-miR169m_R-1	+	−	+
osa-MIR1883b-p5_1ss6TA_L+12R-15	+	−	+
osa-miR2863b_L-1R+1	+	−	+
osa-MIR2871b-p5	+	+	−
osa-miR5508	+	+	+
PC-5p-187365_25	+	−	+
PC-3p-269952_20	+	+	−
PC-3p-347190_9	+	−	+
PC-5p-413922_9	−	+	+
PC-5p-1293438_2	−	+	+

−: no significant changes.

+: log_2_<0.5.

+ +: log_2_>1.5.

### Identification and expression analysis of miRNA candidates

The ability of the miRNA flanking sequences to fold-back into a stable hairpin structure is an important criterion for the annotation of new miRNAs [20]. To identify miRNA candidates, all unique sRNA sequences were used to query the genome of indica rice 93-11 and PA64S (http://rise2.genomics.org.cn/page/rice/index.jsp), the male and female parents of LYP9. All genomic loci-generating sRNAs that can be folded into a secondary structure were considered as miRNA candidates. 

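PC-3p-337602_10, PC-5p-151167_37 and most other miRNA candidates stayed at or under 100 normalized reads in every library. The hairpins of the candidates were predicted from the genomes of the parents of LYP9. The deposited table names 142 candidates from 94 pre-miRNAs. A length of 24 nt, typical of small interfering RNAs that direct DNA methylation, was the most frequent, with 60 candidates (42.3%). A length of 21 nt, typical of miRNAs, was found for 27 candidates (19.0%). In all 6 libraries, 52 candidates had fewer than 10 normalized reads, and 8 candidates had more than 100 in at least 1 library. No candidate passed the test over the 3 stages in edgeR.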

In total, 95 pre-miRNAs corresponding to 162 mature miRNAs originated from predicted RNA hairpins were first identified in rice, of which most were 21 and 24 nt in length (Table S3).

To identify miRNA candidates that involved in leaf senescence, their expression in leaves at early, middle and late stages of grain-filling in two hybrid rice was analyzed and compared using the counts of reads generated from the high-throughput sequencing (Table S2). Similarly, the miRNA candidates with less than 10 norm reads were removed from the expression analysis. The expression of miRNAs with log_2_ fold changes higher than 1.5 was designated as up-regulated, and less than 0.5 was designated as down-regulated. Compared with the expression of miRNA in leaves of LYP9-E, LYP9-M and LYP9-L, the numbers of up-regulated and down-regulated miRNA candidates were 15 and 6 for N2Y6-E, 6 and 11 for N2Y6-M, and 4 and 13 for N2Y6-L, respectively (Fig. 4, Table S2). Moreover, four miRNA candidates, PC-3p-337602_10, PC-3p-638008_4, PC-5p-151167_37 and PC-5p-171396_32, were up-regulated in leaves at least in two stages of grain-filling in rice N2Y6, and five miRNAs, including PC-5p-187365_25, PC-3p-269952_20, PC-3p-347190_9, PC-5p-413922_9 and PC-5p-1293438_2, were down-regulated in leaves at least in two stages of grain-filling in rice N2Y6 (Table 2).

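Most candidates with a difference were lower in N2Y6 at the middle and the late stage. PC-5p-197403_26 was read in N2Y6-E and not in LYP9-E, with 13.7 normalized reads against 0. PC-3p-221157_20 had 0 normalized reads in N2Y6-M and 19.7 in LYP9-M, and PC-5p-696339_4 had 0 in N2Y6-L and 13.5 in LYP9-L. PC-3p-35500_181, whose cleavage site lies in the vacuolar-sorting receptor gene VSR6, had 16.9 normalized reads in N2Y6-E and 74.0 in LYP9-E, a ratio of -2.13 with an upper bound of the 95% interval at -1.35. Candidates above and below the threshold numbered 10 and 10 at the early, 4 and 15 at the middle and 2 and 20 at the late stage. Requiring at least 10 normalized reads in both compared libraries left 3, 4 and 3 candidates at the 3 stages. Most of these differences therefore rest on a library with few reads or none.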

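PC-3p-337602_10 had more reads in N2Y6 at every stage, and PC-5p-187365_25 had fewer, both at counts of 13 reads or under. PC-3p-337602_10 had 13, 8 and 1 raw reads in N2Y6-E, N2Y6-M and N2Y6-L and 2, 1 and 0 in LYP9-E, LYP9-M and LYP9-L, with a ratio of 2.93 (95% interval 0.78 to 6.12) at the early stage. PC-5p-171396_32 had ratios of 2.08, -1.34 and 1.50, and PC-3p-638008_4 had 2.03, 1.07 and -1.05. PC-5p-151167_37, whose cleavage site lies in the auxin response factor gene ARF4, had -1.68, 1.66 and 1.05. Among the candidates with fewer reads in N2Y6, PC-3p-269952_20 had ratios of -2.77, -1.97 and 0.41 and PC-3p-347190_9 had -4.02, -0.19 and -1.27. PC-5p-187365_25 had -1.77 at the early stage, with an interval from -7.39 to 1.56, and -2.59 at the late stage, with an interval from -8.15 to 0.57. PC-5p-413922_9 and PC-5p-1293438_2 were below the threshold at the late stage alone, at -3.54 and -3.97. With the authors' scaling and the filter on reads none of these 9 candidates was past the threshold in the same direction at 2 stages, and with TMM scaling PC-5p-171396_32, at 2.04 and 2.00, was past it at the early and the late stage.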

**Figure 4:**
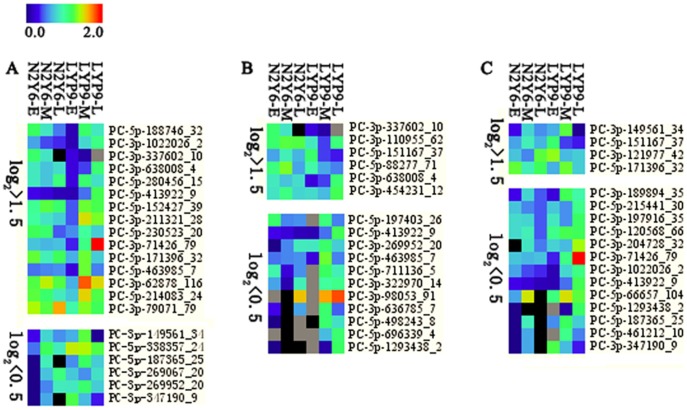
Differential expression levels of miRNA candidates in the leaves of N2Y6 and LYP9. (A) MiRNA candidates with the expression level of log_2_>1.5 and log_2_<0.5 in the leaves of N2Y6 at the early stage of grain-filling as compared with that in LYP9. (B) MiRNA candidates with the expression level of log_2_>1.5 and log_2_<0.5 in the leaves of N2Y6 at the middle stage of grain-filling as compared with that in LYP9. (C) MiRNA candidates with the expression level of log_2_>1.5 and log_2_<0.5 in the leaves of N2Y6 at the late stage of grain-filling as compared with that in LYP9.

### MiRNAs expression profiling validation

To validate the sequencing results and the expression level of miRNAs, the differential expression pattern of five miRNAs, osa-miR1320-5p, osa-miR164a, osa-miR167c-5p_R-1, osa-miR2871a-5p_L+1R-4 and osa-miR530-3p, which showed significant changes by sequencing in the two rice, were randomly selected for qRT-PCR analysis. As shown in Fig. 5, qRT-PCR results were consistent with the data from high-throughput sequencing for all the five miRNAs in all the three stages.

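osa-miR1320-5p and osa-miR2871a-5p_L+1R-4 had fewer reads in N2Y6 at every stage, and osa-miR530-3p and osa-miR167c-5p_R-1 had more. osa-miR1320-5p had 23.2, 419.5 and 37.2 normalized reads in N2Y6-E, N2Y6-M and N2Y6-L and 999, 839 and 1057 in LYP9-E, LYP9-M and LYP9-L, so its gap was smallest at the middle stage. osa-miR530-3p had 566, 276 and 234 normalized reads in N2Y6 and 80.3, 67.9 and 131 in LYP9. Its ratios at the early and the middle stage, 2.82 (95% interval 2.49 to 3.16) and 2.02 (1.61 to 2.46), were above the threshold. osa-miR167c-5p_R-1, of a family that targets auxin response factors, had 104, 27.9 and 63.4 normalized reads in N2Y6 and 22.2, 19.4 and 32.7 in LYP9. osa-miR2871a-5p_L+1R-4 had ratios of -0.78, -1.32 and -1.39, none of them past the threshold. The PCR values of Fig. 5 are not among the deposited files, so only the sequencing values are given here.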

**Figure 5:**
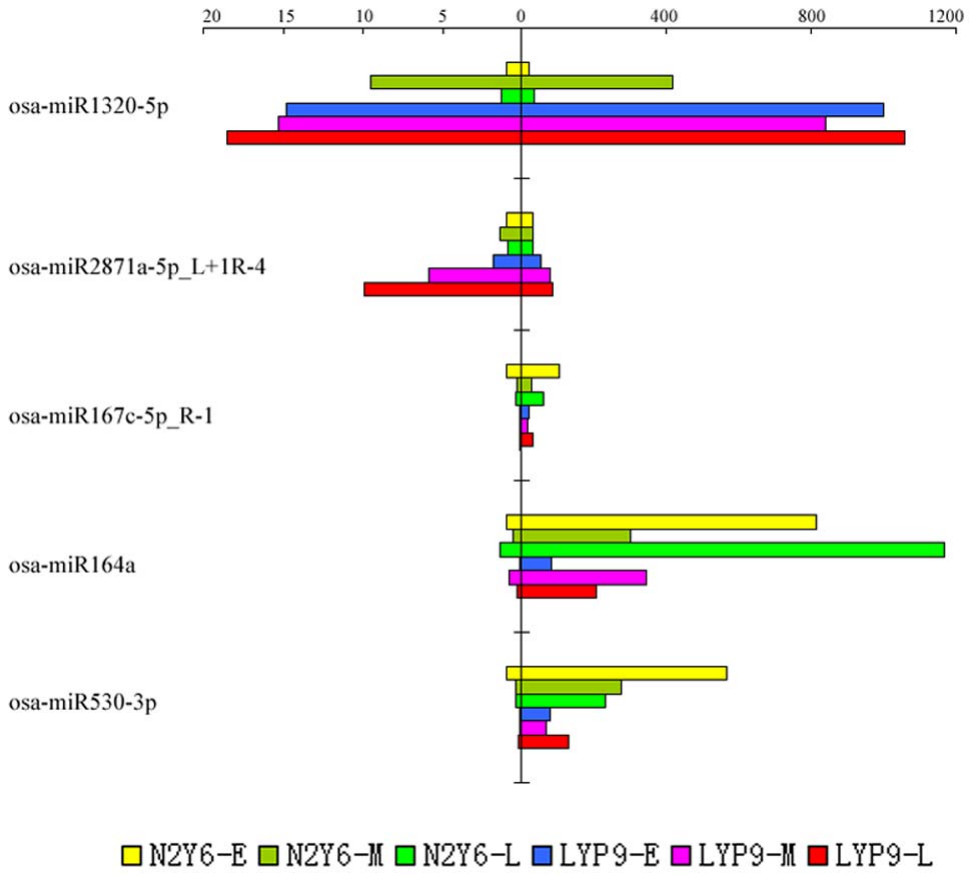
Expression validation of miRNAs in the leaves of N2Y6 and LYP9 by qRT-PCR. The amount of expression was normalized by the level of OsU6_snRNA in qRT-PCR. All reactions of qRT-PCR were repeated three times for each sample. The left indicates the miRNA relative expression tested by qRT-PCR, and the right indicates the miRNA relative expression generated from the high-throughput sequencing.

### Target genes of miRNAs by degradome sequencing

To date, limited targets for miRNAs have been identified in plants. To further understand the biological function of the miRNAs described above, we performed a genome-wide sequencing of miRNA-cleaved mRNA and Cleveland analysis based on high-throughput degradome sequencing technology. 

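Cleaved mRNAs of auxin response factors, homeobox-leucine zipper genes, squamosa promoter-binding-like genes and other known miRNA targets were found in both hybrids. A degradome library holds the 5' ends of uncapped mRNAs, among them those cut by a miRNA, so a peak of reads opposite the middle of a miRNA marks its cleavage site. There were 2 libraries, 1 for each hybrid, and each mixed the RNA of all 3 stages, so neither a stage nor a replicate can be told apart. The deposited tables list, for each miRNA and transcript, the authors' alignment score, category, p-value and raw reads at the site. The total reads of the libraries are not in the tables, so their depth is unknown, and reads at a site are not compared between N2Y6 and LYP9 by a test. Over both libraries the tables hold 1086 pairs of a miRNA and a transcript, of which 533 were found in both. They cover 618 transcripts of 406 loci and 186 miRNAs, 34 of them candidates. Since members of a family share a site and splice forms share a locus, the pairs come to 475 pairs of a sequence and a locus, of which 179 were in both libraries.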

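LOC_Os08g37670, a target of osa-miR408-3p, and LOC_Os04g51400, a target of osa-miR530-5p_R+1, had some of the clearest cleavage sites. Reads at the site numbered 313 in N2Y6 and 63 in LYP9 for LOC_Os08g37670 and 109 and 135 for LOC_Os04g51400, all in category 0. The homeobox-leucine zipper gene LOC_Os03g01890, a target of osa-miR166a-3p, had 19 reads in N2Y6 and 29 in LYP9. In N2Y6 844 pairs of a miRNA and a transcript were listed, and in LYP9 775. Counted once per transcript they were 447 and 391, and counted once per locus 292 and 253. Among them 216 pairs in N2Y6 and 249 in LYP9 had a p-value of the authors of at most 0.05.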

In total, 883 and 805 targets were identified in N2Y6 and LYP9, respectively (Table S5). Based on the signature abundance at the target sites, the cleaved targets were classified into categories 0, 1, 2, 3 and 4 (Fig. 6). Category ‘0’ is defined as > 1 raw read at the position, with abundance at a position equal to the maximum on the transcript, and with only one maximum on the transcript. Category ‘1’ is described as > 1 raw read at the position, with abundance at the position equal to the maximum on the transcript, and more than one maximum position on the transcript. Category ‘2’ includes > 1 raw read at the position and abundance at the position less than the maximum but higher than the median for the transcript. Category ‘3’ comprises the transcripts with > 1 raw read at the position, and abundance at the position equal to or less than the median for the transcript. Category ‘4’ showes only one raw read at the position. Of the 883 targets identified for N2Y6, 205 fell into category 0, 18 into category 1, 314 into category 2, 5 into category 3, and 341 into category 4, respectively (Table S5). 

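In N2Y6 the cleavage sites of osa-miR171b in the scarecrow-like gene LOC_Os02g44360 and of osa-miR812s_1ss11AG in LOC_Os02g53180 were in category 0, with 4 and 8 reads. The sites of osa-miR1848 in LOC_Os03g19020, which encodes a PHD-finger protein, and of PC-3p-18725_264 in LOC_Os01g09200, which encodes a serine/threonine kinase, were in category 4 with the single read that defines it. Categories 0 to 4 held 199, 18, 313, 5 and 309 pairs. Counted once per locus they held 25, 8, 98, 4 and 157, so category 4 was then the largest. All but 1 of the 199 pairs of category 0, and none of the pairs of categories 2 to 4, had a p-value of the authors of at most 0.05.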

Of the 805 targets identified for LYP9, 200 fell into category 0, 52 into category 1, 295 into category 2, 37 into category 3, and 221 into category 4 (Table S4).

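In LYP9 the site of osa-miR166a-3p in the homeobox-leucine zipper gene LOC_Os03g43930 was in category 0 with 26 reads, while in N2Y6 it was in category 2 with 4. The site of osa-miR156d_L+1 in LOC_Os02g04680, which encodes a squamosa promoter-binding-like protein, was in category 0 with 5 reads in LYP9 and in category 1 with 4 in N2Y6. In LYP9 categories 0 to 4 held 200, 51, 294, 37 and 193 pairs, and counted once per locus 26, 6, 103, 12 and 106. A category depends on the other reads of the same transcript as well as on those at the site.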

**Figure 6:**
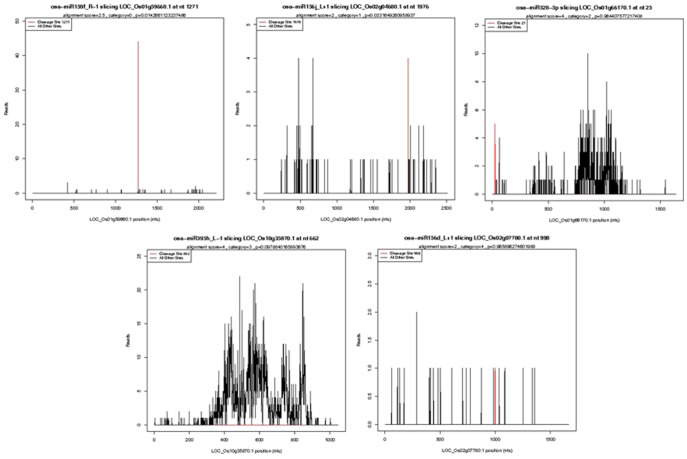
Five different categories of T-plot of miRNA targets. T-plots show the distribution of the degradome tags along the full-length of the target mRNA sequence. The red line represents the sliced target transcripts.

Based on the BLASTX analysis, most of the targets detected in the two degradome libraries were identified (Table S5). Among them, many were reported to be involved in senescence, such as *auxin response factors* (*ARF*), *NAC transcription factor*, *APETALA2* (*AP2*)-*like factor*, *Myb transcription factors*, *WRKY transcription factor*, *Vacuolar-sorting receptor*, *subtilisin* and *scarecrow-like protein*, *Serine/threonine-protein kinase*, *Scl1 protein*, *dihydrofolate reductase*, *beta-glucosidase*, etc (Table 3).

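The squamosa promoter-binding-like gene LOC_Os02g04680, a target of osa-miR156 and a timer of developmental age, was lower in N2Y6 at the middle and the late stage. LOC_Os05g33940, whose product is annotated as associated with cell death, and the serine/threonine kinase gene LOC_Os01g09200 were higher in N2Y6-L. The LOC_Os06g04970 gene, for a serine protease-like protein, was lower in N2Y6-L. In the RNA-seq libraries LOC_Os02g04680 had log2 ratios of N2Y6 over LYP9 of -0.93 (95% interval -1.27 to -0.61), -2.03 (-2.54 to -1.55) and -2.49 (-3.11 to -1.92). LOC_Os05g33940 had 2742 reads in N2Y6-L and 649 in LYP9-L, a ratio of 2.27 (2.14 to 2.39), and LOC_Os01g09200 had a ratio of 1.36 (1.18 to 1.55). LOC_Os06g04970 had -1.68 (-2.11 to -1.27). After exchange of LYP9-M and LYP9-L, as set out for the RNA-seq libraries, the late ratios of LOC_Os05g33940 and LOC_Os01g09200 were 0.98 and 0.55, and the middle and late ratios of LOC_Os02g04680 were -1.06 and -3.47. The intervals cover counting error, as each value stands on 1 library. The difference of LOC_Os02g04680 over the 3 stages was -1.87 (standard error 0.50, adjusted p = 0.652 from edgeR's quasi-likelihood test), which did not pass.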

**Table 3:** Parts of the identified targets involved in leaf senescence by degradome sequencing.

miRNA	Target	Alignment score	Alignment range	Cleavage site	Definition
osa-miR1429	LOC_Os08g42370.3	4	1156–1175	1166	putative DHHC-type zinc finger domain-containing protein
	LOC_Os08g42370.2	4	920–939	930	putative DHHC-type zinc finger domain-containing protein
osa-miR156	LOC_Os01g69830.1	1.5	1153–1173	1164	Squamosa promoter-binding-like protein 2
	LOC_Os02g04680.1	2	1965–1984	1975	Squamosa promoter-binding-like protein 3
	LOC_Os02g04680.2	2	1962–1981	1972	Squamosa promoter-binding-like protein 3
	LOC_Os02g07780.1	2	987–1007	998	Squamosa promoter-binding-like protein 4
	LOC_Os02g07780.2	2	2221–2241	2232	squamosa promoter binding protein-like
	LOC_Os06g49010.1	1	1686–1706	1697	Squamosa promoter-binding-like protein 12
	LOC_Os06g49010.2	1	1494–1514	1505	Squamosa promoter-binding-like protein 12
	LOC_Os06g49010.3	1	1439–1459	1450	Squamosa promoter-binding-like protein 12
	LOC_Os06g49010.4	1	1638–1658	1649	Squamosa promoter-binding-like protein 12
	LOC_Os06g49010.5	1	2018–2038	2029	Squamosa promoter-binding-like protein 12
	LOC_Os06g49010.6	1	1842–1862	1853	Squamosa promoter-binding-like protein 12
	LOC_Os07g32170.1	3	852–872	863	Squamosa promoter-binding-like protein 13
	LOC_Os07g32170.2	3	664–684	675	Squamosa promoter-binding-like protein 13
	LOC_Os08g41940.1	1	1054–1073	1064	Squamosa promoter-binding-like protein 16
osa-miR159	LOC_Os10g05230.2	4	335–355	346	Zinc finger
	LOC_Os01g59660.1	3.5	1260–1280	1271	myb proto-oncogene protein, plant
	LOC_Os01g59660.2	3.5	1348–1368	1359	myb proto-oncogene protein, plant
	LOC_Os01g59660.3	3.5	1258–1278	1269	myb proto-oncogene protein, plant
	LOC_Os01g59660.4	3.5	1180–1200	1191	myb proto-oncogene protein, plant
	LOC_Os06g40330.1	3.5	1418–1438	1429	myb proto-oncogene protein, plant
osa-miR160	LOC_Os02g41800.1	1	1484–1504	1495	Auxin response factor 8
	LOC_Os02g41800.2	1	1484–1504	1495	Auxin response factor 8
	LOC_Os04g43910.1	1	1344–1364	1355	Auxin response factor 10
	LOC_Os06g47150.1	0.5	2043–2063	2054	Auxin response factor 18
	LOC_Os06g47150.2	0.5	1845–1865	1856	Auxin response factor 18
	LOC_Os06g47150.3	0.5	1812–1832	1823	Auxin response factor 18
	LOC_Os06g47150.4	0.5	1845–1865	1856	Auxin response factor 18
	LOC_Os10g33940.1	0.5	1636–1656	1647	Auxin response factor 16
osa-miR164	LOC_Os08g10080.1	3.5	772–792	783	NAC domain-containing protein 21/22
	LOC_Os12g41680.1	2	911–931	922	salicylic acid-induced protein 19
osa-miR166	LOC_Os03g01890.1	3	1089–1109	1100	homeobox-leucine zipper protein
	LOC_Os03g01890.2	3	1089–1109	1100	homeobox-leucine zipper protein
	LOC_Os03g43930.1	3	955–975	966	homeobox-leucine zipper protein
	LOC_Os03g43930.2	3	955–975	966	homeobox-leucine zipper protein
	LOC_Os06g01304.2	4	1922–1942	1933	vacuolar protein 8
	LOC_Os06g01304.3	4	2017–2037	2028	vacuolar protein 8
	LOC_Os10g33960.1	3	924–944	935	homeobox-leucine zipper protein
	LOC_Os10g33960.2	3	696–716	707	homeobox-leucine zipper protein
	LOC_Os10g33960.3	3	924–944	935	homeobox-leucine zipper protein
	LOC_Os10g33960.4	3	924–944	935	homeobox-leucine zipper protein
	LOC_Os12g41860.1	3	877–897	888	homeobox-leucine zipper protein
osa-miR167	LOC_Os02g06910.1	4	3231–3251	3241	Auxin response factor 6
	LOC_Os06g46410.1	4	3195–3215	3205	Auxin response factor 17
	LOC_Os06g46410.2	4	2571–2591	2581	Auxin response factor 17
	LOC_Os09g38790.3	4	1150–1171	1162	Zinc finger protein 207
osa-miR171b	LOC_Os02g44360.1	1	1351–1371	1362	Scarecrow-like protein 1
	LOC_Os04g46860.1	1	1326–1346	1337	Scarecrow-like protein 6
	LOC_Os06g01620.1	1	456–476	467	Scarecrow-like protein 1
	LOC_Os06g01620.1	1	456–476	467	Scarecrow-like protein 6
osa-miR172a	LOC_Os03g60430.1	2	1755–1775	1766	AP2-like factor, euAP2 lineage
	LOC_Os03g60430.2	2	1767–1787	1778	AP2-like factor, euAP2 lineage
	LOC_Os04g55560.2	4	1623–1643	1634	AP2-like factor, euAP2 lineage
	LOC_Os04g55560.3	4	1634–1654	1645	AP2-like factor, euAP2 lineage
	LOC_Os05g03040.1	2	1976–1996	1987	AP2-like factor, euAP2 lineage
	LOC_Os05g03040.2	2	1552–1572	1563	AP2-like factor, euAP2 lineage
	LOC_Os05g03040.3	2	2089–2109	2100	AP2-like factor, euAP2 lineage
	LOC_Os07g13170.1	2	1404–1424	1415	AP2-like factor, euAP2 lineage
	LOC_Os07g13170.2	2	1463–1483	1474	AP2-like factor, euAP2 lineage
	LOC_Os09g21770.1	3	686–705	697	putative zinc-finger motif
osa-miR1848	LOC_Os10g39936.1	4	630–651	642	Zinc finger
	LOC_Os03g19020.2	4	564–583	574	PHD-finger family protein
	LOC_Os03g19020.1	4	658–677	668	PHD-finger family protein
	LOC_Os03g19020.3	4	564–583	574	PHD-finger family protein
osa-MIR1851	LOC_Os07g48260.1	3.5	1179–1198	1189	WRKY transcription factor 54
	LOC_Os03g49620.3	4	1803–1824	1815	Probable LRR receptor-like serine/threonine-protein kinase
osa-miR319	LOC_Os01g59660.1	4	1259–1279	1270	myb proto-oncogene protein, plant
	LOC_Os01g59660.2	4	1347–1367	1358	myb proto-oncogene protein, plant
	LOC_Os01g59660.3	4	1257–1277	1268	myb proto-oncogene protein, plant
	LOC_Os01g59660.4	4	1179–1199	1190	myb proto-oncogene protein, plant
osa-miR535	LOC_Os06g45310.1	4	852–873	863	Squamosa promoter-binding-like protein 11
osa-miR5809	LOC_Os04g47160.1	4	1685–1705	1696	subtilisin
	LOC_Os05g03760.1	4	1705–1725	1716	putative finger transcription factor
PC-3p-18725_264	LOC_Os01g09200.1	4	262–277	269	serine/threonine kinase 38
PC-3p-18730_326	LOC_Os09g29170.4	4	122–141	133	Serine/threonine-protein kinase PEPKR2
	LOC_Os09g29170.3	4	122–141	133	Serine/threonine-protein kinase PEPKR2
	LOC_Os09g29170.2	4	37–56	48	Serine/threonine-protein kinase PEPKR2
	LOC_Os09g29170.1	4	37–56	48	Serine/threonine-protein kinase PEPKR2
PC-3p-269067_20	LOC_Os11g44810.2	4	323–340	330	auxin-repressed protein-like protein ARP1
	LOC_Os11g44810.1	4	328–345	335	auxin-repressed protein-like protein ARP1
PC-3p-35500_181	LOC_Os06g45380.2	4	212–226	218	Vacuolar-sorting receptor 6
	LOC_Os06g45380.1	4	935–949	941	Vacuolar-sorting receptor 6
	LOC_Os12g06490.2	3.5	439–454	445	serine/threonine-protein kinase WNK1
	LOC_Os12g06490.1	3.5	477–492	483	serine/threonine-protein kinase WNK1
	LOC_Os01g25370.3	4	202–217	208	sentrin-specific protease 1
	LOC_Os01g25370.2	4	202–217	208	sentrin-specific protease 1
	LOC_Os01g25370.1	4	202–217	208	sentrin-specific protease 1
PC-3p-779969_7	LOC_Os06g41010.4	4	433–452	443	AN1-type zinc finger and ubiquitin domain-containing protein 1
	LOC_Os06g41010.3	4	251–270	261	AN1-type zinc finger and ubiquitin domain-containing protein 1
	LOC_Os06g41010.1	4	350–369	360	AN1-type zinc finger and ubiquitin domain-containing protein 1
PC-5p-151167_37	LOC_Os01g70270.4	3.5	2747–2765	2756	Auxin response factor 4
	LOC_Os01g70270.3	3.5	3109–3127	3118	Auxin response factor 4
	LOC_Os01g70270.2	3.5	2867–2885	2876	Auxin response factor 4
	LOC_Os01g70270.1	3.5	2843–2861	2852	Auxin response factor 4
PC-5p-215441_30	LOC_Os03g54780.1	4	1661–1676	1667	serine/threonine kinase 25
PC-5p-2331403_1	LOC_Os06g04970.1	3	1448–1471	1462	serine protease-like
PC-5p-284772_19	LOC_Os01g37960.1	4	1274–1289	1280	putative auxin amidohydrolase
PC-5p-705811_3	LOC_Os05g33940.1	4	1142–1157	1148	cell death associated protein
	LOC_Os07g48550.1	4	1243–1258	1249	NAC domain-containing protein 100

(More targets were shown in Table S6).

### GO function analysis of targets

To help understand the miRNA-gene regulatory network, the identified target genes were subjected to Gene Ontology (GO) analysis based on the *A. thaliana* and *O. sativa* databases. 

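Genes of transcription, of the response to hormones and of the plastid were more frequent among the target loci than among all loci. ARF16, ARF18 and the AP2-like factors are examples of the transcription factors. Of the 406 target loci 377 carried a GO term in the deposited annotation, beside 22851 loci with a term that were read in the RNA-seq libraries. Transcription factor activity covered 57 target loci (15.1%, against 6.44% of all loci) and DNA-dependent regulation of transcription 44 (11.7% against 4.03%). Plastid covered 88 target loci (23.3% against 13.9%), multicellular organismal development 46 (12.2% against 5.77%), and flower development 20 (5.31% against 1.84%). In a hypergeometric test of the 90 terms with at least 5 target loci, the adjusted p was 7.11e-08 for transcription factor activity, 2.48e-08 for regulation of transcription, 7.15e-06 for plastid and 0.000325 for flower development. The test takes the loci as independent, while genes of a family share their miRNA, and a target is found only where its mRNA is read.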

Results showed that 1171 targets were involved in 81 biological processes (Fig. 7A), 413 targets involved in 26 kinds of cellular component (Fig. 7B), and 1018 targets involved in 99 kinds of molecular function (Fig. 7C). Among these targets, many have involved in plant senescence through phytohormone signaling pathways, For example, *AP2-like factor* and *zinc finger protein* involved in abscisic acid (ABA) signaling transduction, *ARF* involved in auxins and jasmonic acid (JA) biosynthesis and signaling transduction.

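The auxin response factors ARF8, ARF10, ARF16 and ARF18, which turn the auxin signal into transcription, all carry the term for the response to endogenous stimulus, under which the hormones fall. Response to hormone stimulus covered 7 target loci, which is 1.86% of those with a term, against 0.105% of all loci (adjusted p = 2.57e-06 from the hypergeometric test). Response to endogenous stimulus covered 32 target loci (8.49% against 5.47%, adjusted p = 0.0405). Among the zinc finger genes with a cleavage site, LOC_Os09g21770 had 3 reads at the site of osa-miR172a in N2Y6 and 11 in LYP9. LOC_Os08g42370, a target of osa-miR1429, had 5 and 4. LOC_Os06g41010, which encodes an AN1-type zinc finger protein, had its site in LYP9 alone, with 2 reads.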

**Figure 7:**
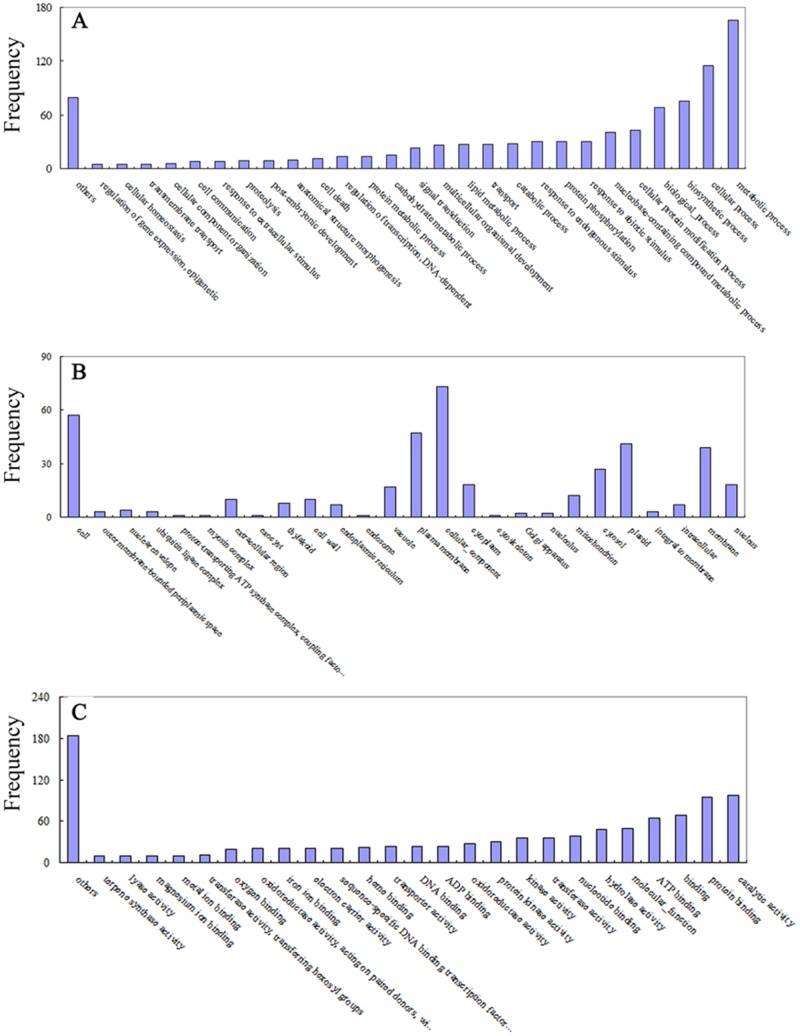
Distribution of the identified targets classified based on putative biological processes (A) cellular component (B), and molecular functions (C). The GO analysis was carried out according to *Arabidopsis thaliana* and *Oryza sativa* databases.

### Differentially expression of mRNA

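The RNA-seq libraries of N2Y6 and LYP9 were most alike at the early stage and differed more at the middle and the late stage. Each of the 6 libraries, 1 per hybrid and stage, came from flag leaves of 12 pooled plants, and reads were mapped by the authors to 38862 transcripts of 29126 loci. The deposited counts, which split a read among the transcripts that it fits, summed to about 3780190, 2701860 and 5519990 in N2Y6-E, N2Y6-M and N2Y6-L and to 6551910, 7686310 and 6291950 in LYP9-E, LYP9-M and LYP9-L. The deposited TPM column is a CPM scale without a correction for length, and its totals include reads outside the table, of which the table holds 22.6 to 74.1%. Values here are CPM of the reads in the table, and 3 reads, the limit behind a count of 0, are 0.390 to 1.11 CPM.

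A pair of libraries was compared transcript by transcript with an exact binomial test, at a Benjamini-Hochberg adjusted p under 0.001 and a log2 ratio of at least 1 in size, after a pseudocount of 0.5 reads. This test compares those libraries, not the conditions, because it has no replicate. TMM scaling would move every ratio by 0.23, -0.30 and -0.12 at the early, middle and late stage, and the TPM column by -0.75, -0.98 and -0.29. Across the 18115 loci tested, as log2 CPM with TMM scaling, the values of N2Y6-M correlated with those of LYP9-M at 0.817 and with those of LYP9-L at 0.903 (Pearson's r), and those of N2Y6-L with LYP9-L at 0.829 and with LYP9-M at 0.883, where loci are not independent replicates. The early libraries correlated at 0.941. Values at the middle and the late stage are therefore also given with the LYP9-M and LYP9-L libraries exchanged, a setting chosen after the data were seen.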

To investigate the gene expression changes in the leaves at early, middle and late stages of grain-filling of N2Y6 and LYP9, six RNA-seq tag libraries were constructed and sequenced by Illumina HiSeq 2000. Approximately 5–10 million raw tags were generated for each RNA-seq library, and more than 90% in each library were clean tags. 

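The auxin response factor genes ARF4 to ARF18, the MYB gene LOC_Os01g59660 and SIP19 were read in every library, while the subtilisin gene LOC_Os04g47160 was hardly read in any. The deposited table lists 38862 transcripts. At least 1 read fell on 33941, 33580 and 34208 of them in N2Y6-E, N2Y6-M and N2Y6-L and on 35873, 35101 and 35038 in LYP9-E, LYP9-M and LYP9-L. N2Y6-M, with the fewest reads, also had the fewest transcripts with a read.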

The statistics of DGE tags as showed in Table S6, a total of 38,863 tags were identified. 

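At the early stage few transcripts differed between the libraries of the hybrids. The zinc finger gene LOC_Os10g05230, a target of osa-miR159b, was lower in N2Y6-E, and LOC_Os04g51400, a target of osa-miR530-5p_R+1, was higher. The ratio of LOC_Os04g51400 was 1.03 (95% interval 0.79 to 1.27). The exact binomial test called 870 of 35402 transcripts, 247 higher and 623 lower in N2Y6-E than in LYP9-E. With TMM scaling it called 713, 370 higher and 343 lower, and with the TPM column for the ratio 8468, of which 8377 were lower. The share that was higher thus went from 28.4 to 51.9% with TMM and to 1.07% with the TPM column. In simulated pairs, made by dividing the reads of N2Y6-E at random, the test called 173 of 200 transcripts with a planted 4-fold difference. It called none of the unchanged ones. Such pairs differ by counting error alone, and only well-read transcripts were planted. These values therefore give no rate of false calls between plants or libraries, and no power for transcripts with few reads.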

Compared with the expression of genes in leaves of LYP9-E, 1189 were up-regulated (787 genes) or down-regulated (402 genes) in leaves of N2Y6-E (Fig. 8A, Table S7). Among these 1189 genes, 42 expressed only in LYP9, 17 expressed only in N2Y6, and 1110 expressed in both LYP9 and N2Y6 (Fig. 8B, Table S7). 

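ARF10, an auxin response factor, with 3.33 reads in N2Y6-E and 18.0 in LYP9-E, is an example of a gene at the edge of detection, and its difference was not called. Of the transcripts called at the early stage, 15 had reads only in N2Y6-E and 46 only in LYP9-E, and the others had reads in both. A transcript read in 1 library alone lies below 0.794 CPM in N2Y6-E or 0.458 CPM in LYP9-E, the level of 3 reads, so it was under that level rather than shown to be silent.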

Two genes, LOC_Os06g06980.1 and LOC_Os12g05050.1, identified to be targeting by osa-MIR164f-p3 and osa-miR2876-5p_L-2R+2 (Fig. 9A), respectively, showed significant changes between leaves of LYP9-E and N2Y6-E (Table S7). 

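LOC_Os06g06980.1 and LOC_Os12g05050.1 had a lower CPM in N2Y6-E than in LYP9-E, by less than a log2 ratio of 1. LOC_Os06g06980.1 had 19.0 CPM in N2Y6-E and 33.1 in LYP9-E, a ratio of -0.80 (95% interval -1.20 to -0.41). LOC_Os12g05050.1 had 575 and 724, a ratio of -0.33 (-0.41 to -0.26). With the TPM column the ratios were -1.55 and -1.09. osa-MIR164f-p3 had 2 raw reads in N2Y6-E and 1 in LYP9-E, and osa-miR2876-5p_L-2R+2 had 4 in each, so a difference of either miRNA was not detectable at this depth. Of the 618 target transcripts 14 were called at the early stage, 13 higher and 1 lower in N2Y6-E. With TMM scaling 17 were higher and 1 lower, with the TPM column 1 and 217, and counted by locus 5 and 4.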

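At the middle stage many more transcripts differed than at the early stage, and most were higher in N2Y6-M. LOC_Os11g44810, which encodes the auxin-repressed protein ARP1, and LOC_Os01g37960, which encodes a putative auxin amidohydrolase that releases auxin from its stores, were higher. The homeobox-leucine zipper gene LOC_Os03g43930 was lower. The exact binomial test called 6590 of 34996 transcripts, 4692 higher and 1898 lower in N2Y6-M than in LYP9-M. With TMM scaling 3361 were higher and 2696 lower, and with the TPM column 1551 and 6773. Among those called, 47 had reads only in N2Y6-M and 57 only in LYP9-M. Of the 618 target transcripts 176 were called, 121 higher and 55 lower, or 86 and 84 with TMM scaling and 37 and 194 with the TPM column.

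LOC_Os11g44810 had 617 reads in N2Y6-M and 88.0 in LYP9-M, a ratio of 4.32 (95% interval 3.99 to 4.66). LOC_Os01g37960 had a ratio of 2.13 (1.80 to 2.45), and LOC_Os03g43930 had 19.0 reads against 432, with a ratio in the interval from -3.74 to -2.34. After exchange of LYP9-M and LYP9-L the ratios of the 3 genes were 0.36, 1.28 and -0.98, and 2323 transcripts were called, 1807 higher and 516 lower. These values thus depend on which LYP9 library stands at the middle stage.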

Compared with the expression of genes in leaves of LYP9-M, 5690 were up-regulated (2118 genes) or down-regulated (3572 genes) in leaves of N2Y6-M. Among these 5690 genes, 55 expressed only in LYP9, 32 expressed only in N2Y6, 5603 expressed in both LYP9 and N2Y6, respectively (Fig. 8A, B, Table S7), and 21 target genes showed significant changes between leaves of LYP9-E and N2Y6-E (Fig. 9B). Compared with the expression of genes in leaves of LYP9-L, 5516 were up-regulated (2135 genes) or down-regulated (3381 genes) in leaves of N2Y6-L, among which 64 expressed only in LYP9, 60 expressed only in N2Y6, and 5392 expressed in both leaves of LYP9-L and N2Y6-L (Fig. 8A, B, Table S7). Among these 5516 genes, only 33 target genes of miRNAs were found and 8 targets showed significant changes between leaves of LYP9-E and N2Y6-E (Fig. 9C, Table S7).

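At the late stage N2Y6-L and LYP9-L differed in nearly as many transcripts as at the middle stage, with the directions more evenly divided. LOC_Os06g46270, a target of osa-miR164, was higher in N2Y6-L. LOC_Os11g44810, for the auxin-repressed protein ARP1, was lower in N2Y6-L, against its direction at the middle stage. The exact binomial test called 6551 of 35155 transcripts, 3645 higher and 2906 lower in N2Y6-L than in LYP9-L. With TMM scaling 3042 were higher and 3355 lower, and with the TPM column 2452 and 4080. Reads only in N2Y6-L were found for 87 of the called transcripts and reads only in LYP9-L for 91. LOC_Os06g46270 had 507 reads in N2Y6-L and 205 in LYP9-L, a ratio of 1.50 (95% interval 1.26 to 1.74). LOC_Os11g44810 had a ratio of -3.73 (-4.09 to -3.39). After exchange of LYP9-M and LYP9-L their ratios were 2.81 and 0.23, and 5209 transcripts were called, 3279 higher and 1930 lower.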

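Among the target genes, LOC_Os09g20090, a target of osa-miR528-5p, and the squamosa promoter-binding-like gene LOC_Os01g69830 were higher in N2Y6-L, and LOC_Os12g05050 was lower. LOC_Os09g20090 had 226 reads in N2Y6-L and 8.70 in LYP9-L, a ratio of 4.84 (95% interval 3.89 to 5.99). LOC_Os01g69830 had a ratio of 2.19 (1.11 to 3.43) and LOC_Os12g05050 one of -1.55 (-1.65 to -1.45). After exchange of LYP9-M and LYP9-L these were 5.79, 1.12 and -0.69. Of the 618 target transcripts 156 were called at the late stage by the exact binomial test, 85 higher and 71 lower, or 72 and 91 with TMM scaling and 57 and 108 with the TPM column. Counted by locus, 9, 139 and 124 of the 406 target loci were called at the early, middle and late stage.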

**Figure 8:**
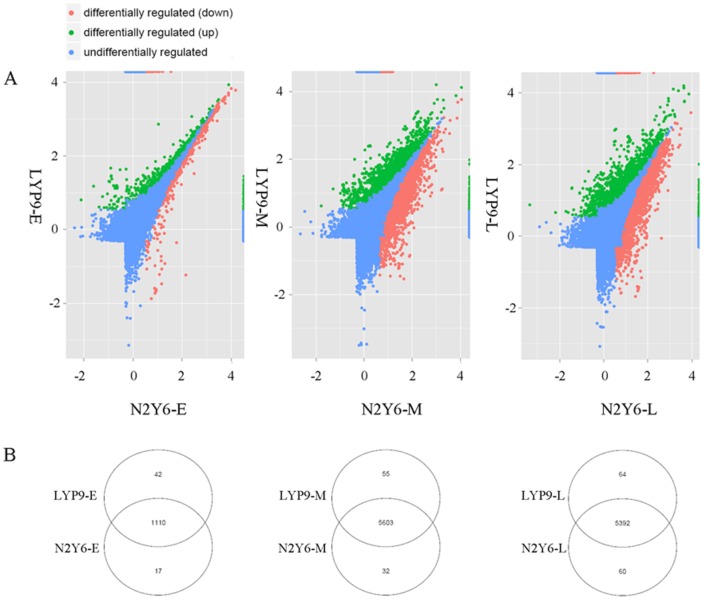
mRNAs expression in the leaves of N2Y6 and LYP9. (A) mRNAs expression level in the leaves of N2Y6 at the early, middle and late stages of grain-filling as compared with that in LYP9. (B) mRNA expression pattern in the leaves of N2Y6 and LYP9 at the early, middle and late stages of grain-filling.

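No single locus passed the test between the hybrids over the 3 stages, while some groups of genes passed a group test at a preset correlation only. By that test genes for ribosome constituents and for translation, the machinery of protein synthesis, lay higher in N2Y6 against other genes. No group was called without the middle pair of libraries. Genes of photosynthesis and of the thylakoid, the membrane that holds the photosystems, lay lower in N2Y6 against other genes by the same test. Neither of these lower groups was called without the late pair of libraries. All 4 calls were lost with a correlation estimated from the data (adjusted p = 0.927 with an estimated correlation). With the libraries as labelled, the photosynthesis genes lay above LYP9 at the early stage and below it at the late stage. The late value rests on LYP9-L, and stage medians were not taken with LYP9-M and LYP9-L exchanged.

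edgeR's quasi-likelihood test called 0 of 18115 loci at an adjusted p under 0.05, with 943 at an unadjusted p under 0.05 and a lowest adjusted p of 0.106. DESeq2 called 242, 109 higher and 133 lower. In simulated libraries of the same spread edgeR's test found 27 of 200 loci with a 4-fold difference and 195 of 199 with a 16-fold one, so it could see only large differences. Of the target genes named in the study, edgeR tested 61, and 0 passed when adjusted over the list alone (lowest adjusted p = 0.769).

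Of 32 lists of loci by GO term, limma's camera test with a preset correlation of 0.01 called 4. The lists were fixed before this test was run, when the study's supplementary values were already open. In limma's test, the median log2 difference of 325 ribosome constituent loci was 0.52, with 249 of them higher (adjusted p = 1.45e-07, range over the alternatives 3.73e-09 to 0.927). For 569 translation loci it was 0.28, with 398 higher (adjusted p = 0.00058, range 5.09e-05 to 0.927). For 218 photosynthesis loci it was -0.25, with 152 lower (adjusted p = 0.00268, range 1.87e-10 to 0.931), and for 499 thylakoid loci -0.20, with 337 lower (adjusted p = 0.0222, range 1.83e-08 to 0.927). Each of the 4 lists had an adjusted p = 0.843 from limma's fry test, which asks whether the genes of a list move on balance 1 way. By stage, the median of the photosynthesis loci was 0.32, -0.28 and -1.04, and that of the ribosome constituent loci 0.22, 1.06 and 0.38.

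**Figure D1:**
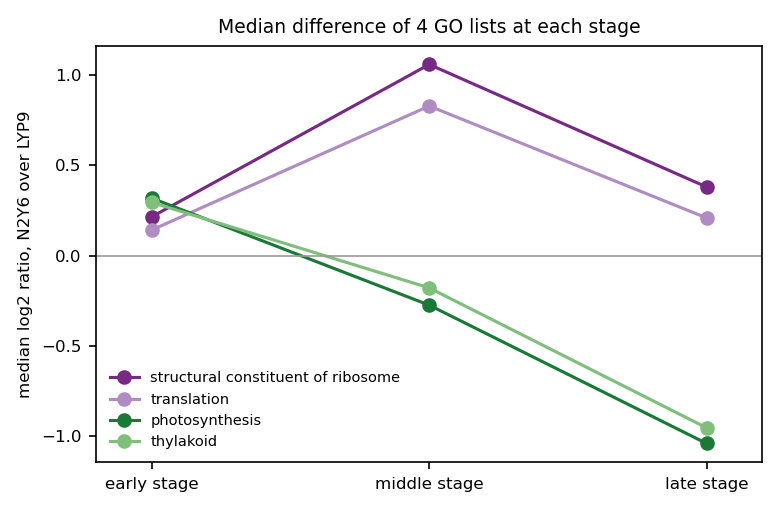
Median log2 ratio of N2Y6 over LYP9 at the early, middle and late stage for the loci of 4 GO lists, each from 1 library per hybrid and stage. With the libraries as labelled, the photosynthesis list goes from 0.32 at the early to -1.04 at the late stage. The ribosome constituent list stays above 0. LYP9-M and LYP9-L are not exchanged here.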

**Figure 9:**
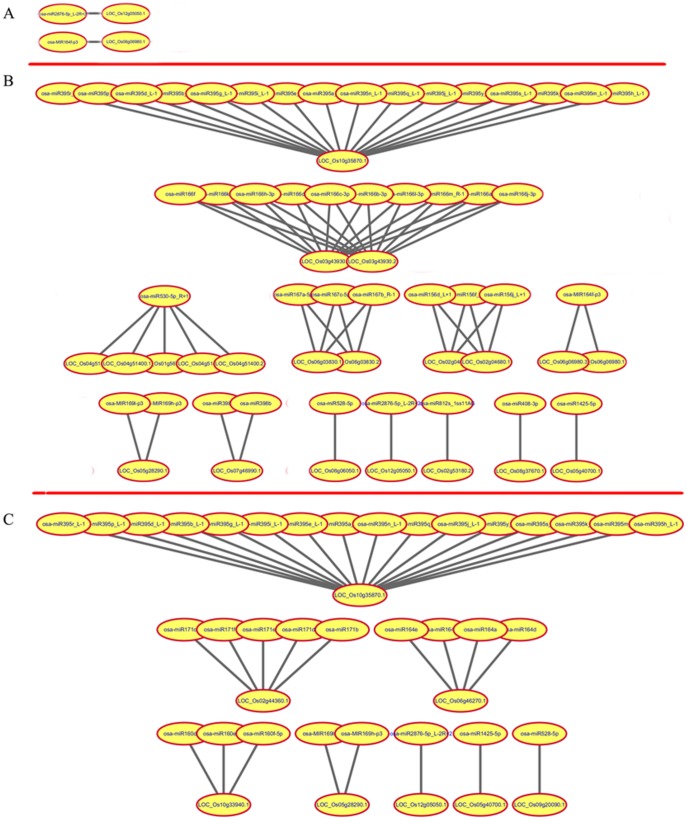
Targets of miRNAs showing significant expression changes in the leaves of N2Y6 and LYP9. (A) Targets in the leaves at the early stage of grain-filling; (B) Targets in the leaves at the middle stage of grain-filling; (C) Targets in the leaves at the late stage of grain-filling.

It was shown that the expression level of most of the identified targets in the six RNA-seq tag libraries were opposite with the miRNAs (Table S6). For example, in leaves at early, middle and late stages of grain-filling, the counts of reads of osa-miR159b generated from the high-throughput sequencing were 5,780, 9,100 and 6,103 in N2Y6, and were 25,694, 21,968, 27,743 in LYP9, respectively. 

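Targets of osa-miR160f-5p, osa-miR164b and the other miRNAs stood opposite to their miRNA about as often as they stood on its side. SIP19, for example, was higher in N2Y6-L together with osa-miR164b and osa-miR164d, and ARF16 together with osa-miR160e-5p and osa-miR160f-5p, while osa-miR164e and the other osa-miR160 sequences were not past the threshold there. ARF16 was at 0.73, below the threshold, after exchange of LYP9-M and LYP9-L. Of the pairs of a miRNA sequence and a target locus with at least 10 reads of each in 1 of the compared libraries, 48.0% of 281 at the early, 50.7% of 268 at the middle and 48.4% of 285 at the late stage had opposite directions between N2Y6 and LYP9. When targets were drawn at random for the miRNAs, the mean share was 50.1, 51.2 and 48.6%, with a one-sided p of 0.785, 0.610 and 0.587 from permutation tests of 10000 pairings. These pairs include sites of every category, also those with a single read. With categories 0 to 2 alone 46.6% of 148, 44.4% of 142 and 49.7% of 149 pairs were opposite. The means of random pairings were then 49.0, 49.9 and 52.2%. Where both ratios were at least 1 in size, 44.4% of 9 pairs, 37.5% of 24 and 39.7% of 78 were opposite. Random pairings gave a mean of 54.2, 46.6 and 48.6% there, so each of these shares lay below its random mean. These pairs share miRNAs and loci, and each ratio stands on 1 library per hybrid. From targets whose reads run against those of their miRNA, the paper concludes that miRNAs regulate the transcription of their targets negatively.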

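osa-miR159b, which targets MYB transcription factors of the gibberellin pathway, was lower in N2Y6 at the early and the late stage, and the gap was smaller at the middle stage. Its ratios were -2.15 (95% interval -2.19 to -2.11), -1.27 (-1.31 to -1.24) and -2.18 (-2.22 to -2.15). The same sequence stands under osa-miR159a.1. It took 2.77, 7.28 and 4.35% of the miRNA reads in N2Y6-E, N2Y6-M and N2Y6-L and 20.3, 9.93 and 16.8% in LYP9-E, LYP9-M and LYP9-L. The normalized reads in the deposited table were 5780, 9100 and 6104 in N2Y6 and 25694, 21969 and 27744 in LYP9. With TMM scaling the late ratio was -1.68. The difference over the 3 stages was -1.64 (standard error 0.65, adjusted p = 0.310 from edgeR's quasi-likelihood test), which did not pass.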

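The MYB genes LOC_Os01g59660 and LOC_Os06g40330, which osa-miR159b cleaves, showed no difference past the threshold between the hybrids at any stage. LOC_Os01g59660 had the clearer cleavage site, with 44 reads in N2Y6 and 68 in LYP9, both in category 0. LOC_Os06g40330 had 1 read in N2Y6 and 2 in LYP9. Summed over its transcripts, LOC_Os01g59660 had ratios of -0.35 (95% interval -1.38 to 0.60), -0.94 (-1.92 to -0.08) and 0.51 (-0.09 to 1.12). Its first transcript had deposited counts of 3.25, 2.95 and 12.7 in N2Y6-E, N2Y6-M and N2Y6-L and 8.17, 16.8 and 9.45 in LYP9-E, LYP9-M and LYP9-L. The 3 other transcripts had 3.58, 3.28 and 14.0 to 14.3 in N2Y6. LOC_Os06g40330 had 33.0, 26.0 and 31.1 in N2Y6 and 77.9, 51.6 and 38.1 in LYP9, which are ratios of -0.45 (-1.08 to 0.16), 0.51 (-0.23 to 1.21) and -0.10 (-0.84 to 0.62) after division by the library totals.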

Its target LOC_Os01g59660.1 were 3.2, 9.5, 8.2 in N2Y6, and were 3, 13, 17 in LYP9, respectively, target LOC_Os01g59660.2l, LOC_Os01g59660.3 and LOC_Os01g59660.4 were 4, 8, 3 in N2Y6, and 14, 18, 12 in LYP9, respectively, target LOC_Os06g40330.1 were 33,78, 26 in N2Y6, and were 31, 51, 38 in LYP9, respectively (Table S6). These data provided important convenience for us to analyze the senescence related miRNAs and targets, and demonstrated the important negative role of miRNAs in regulating the targets transcription in plant.

## Discussion

Functioning in transcriptional and post-transcriptional regulation of gene expression, miRNAs are involved in diverse developmental and physiological processes in plants [5]-[7]. Nevertheless, only few have been reported for their functions in leaf senescence [10]-[12]. To help understand the complex mechanism of leaf senescence in rice, miRNAs and their targets involved in leaf senescence were identified and analyzed in the present study.

ABA is an important phytohormone. In addition to the key roles on plant growth and responses to environmental stresses [21]-[24], it plays an important role in promoting leaf abscission and senescence [25]. The level of ABA increases in senescing leaves. Exogenous application of ABA could promote leaf senescence and induce expression of SAGs [26], [27]. The correlation between ABA and senescence was confirmed by the up-regulation of both ABA and leaf senescence under environmental stresses [28]. In plant responses to abiotic stresses, both ABA-dependent and ABA-independent pathways have been reported [29], [30]. Many transcription factors and their cognate cis-regulatory elements that function in either pathway have been identified [30], [31]. AP2, a group of transcription factors involved in plant responses to abiotic stresses through the ABA-dependent pathway, have been demonstrated to play important roles in plants senescence. In oil palm, the expression of EgAP2.1 in mesocarp was induced in response to ethylene and ABA, which was involved in fruit ripening and senescence [32]. In tomato, the *AP2a* gene negatively regulated fruit ripening and senescence [33]. MiR172b is a critical regulator specifically controlling *Arabidopsis* cotyledon greening during post-germinative growth by directly targeting SNZ under ABA treatment and osmotic stress [34]. 

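osa-miR172a and osa-miR172d, which lower AP2-like factors and thereby bring on adult and flowering traits, share 1 sequence, and AP2-like mRNAs cut at its site were found in both hybrids. The sequence had 78.2, 86.6 and 128.9 normalized reads per name in N2Y6-E, N2Y6-M and N2Y6-L and 56.0, 42.4 and 130.8 in LYP9-E, LYP9-M and LYP9-L. Reads at the cleavage site of the AP2-like gene LOC_Os07g13170 numbered 11 in N2Y6 and 8 in LYP9, both in category 0. LOC_Os05g03040 had 18 and 5, and LOC_Os04g55560 had 2 and 5. LOC_Os03g60430 had its site in LYP9 alone, with 2 reads.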

In the present study, three members of the miR172 family targeting genes of AP2-like factors, osa-miR172a, osa-miR172c and osa-miR172d, were identified in the leaves of rice (Table 3, Table S5). 

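osa-miR172a and osa-miR172d had more reads in N2Y6-M than in LYP9-M, below the threshold, and were level at the late stage. Their ratios were 0.48 (95% interval -0.02 to 0.99), 1.03 (0.47 to 1.65) and -0.02 (-0.40 to 0.34). Of the AP2-like factors, LOC_Os07g13170 was lower in N2Y6-L, at -2.23 (-3.25 to -1.32), when the miRNA was level, and its ratios at the early and the middle stage were -0.51 and 0.51. LOC_Os05g03040, with the most reads of these genes, had 0.25, 0.73 and -0.55. LOC_Os04g55560 had 0.15, 0.17 and 0.97, and LOC_Os03g60430 had -0.49, 0.19 and -0.37, none of them past the threshold. After exchange of LYP9-M and LYP9-L the middle and late ratios of LOC_Os07g13170 were -0.33 and -1.38 and those of LOC_Os05g03040 -0.23 and 0.41. osa-miR172c had 3 raw reads in N2Y6-M, 1 in N2Y6-L and none in the other 4 libraries, too few to compare. For osa-miR172a, the 3 stages gave a difference of 0.72 (standard error 0.54, adjusted p = 0.655 from edgeR's quasi-likelihood test).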

In the leaves at early and middle stages of grain-filling, the expression of osa-miR172a, osa-miR172c and osa-miR172d was significantly higher in the resistant cultivar N2Y6 than in the senescence-susceptible cultivar LYP9 (Table S2), decreasing the expression of *AP2-like factor* gene (Table S6), by which leaf senescence of N2Y6 could be delayed.

Zinc finger protein also involves many aspects of plant growth and development, and plays important roles in responses to abiotic stresses through the ABA-dependent pathway. In *Arabidopsis*, tandem zinc finger 1 (*AtTZF1*) was reported to shuttle between the nucleus and cytoplasmic foci and function in ABA/GA-mediated growth and abiotic stress responses [35], [36]. *OsTZF1*, a homolog of *AtTZF1* in rice [35], acts as a negative regulator of leaf senescence under stress conditions and confers abiotic stress tolerance by delaying stress-response phenotypes. Another zinc finger protein, OsDOS, was also reported to be involved in delaying leaf senescence [37]. 

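The zinc finger genes LOC_Os10g39936, LOC_Os10g05230 and LOC_Os09g38790 had cleavage sites with few reads. LOC_Os09g38790, which encodes zinc finger protein 207 and is a target of osa-MIR167f-p3, had 1 read at the site in N2Y6 and 7 in LYP9. LOC_Os10g05230, a target of osa-miR159b and osa-miR159a.1, and LOC_Os10g39936, a target of osa-miR1848, each had 1 read in N2Y6 and none in LYP9, so both were in category 4. osa-miR1848 itself had 1, 5 and 1 raw reads in N2Y6-E, N2Y6-M and N2Y6-L and 1, 0 and 1 in LYP9-E, LYP9-M and LYP9-L, and a difference between the hybrids was not detectable at this depth.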

In the present study, several members of zinc finger transcription factor, targeted by osa-miR1848, osa-miR159b, osa-miR159a.1 and osa-MIR167f-p3, were identified (Table S1, Table S5). MiR159 has been indicated to determine leaf structure by targeting *MYB* in ToLCNDV infected tomato plants [38]. MiR167 has been shown to cleave *ARF8* in cultured rice cells,and involved in auxin signaling pathway [39]. In the leaves at early, middle and late stages of grain-filling, the expression of osa-miR159b, osa-miR159a.1 and osa-MIR167f-p3 was significantly lower in N2Y6 than in LYP9 (Table S2), increasing the expression of zinc finger gene and zinc finger protein 207 (Table S6), by which leaf senescence of N2Y6 could be delayed. This may be one of the mechanisms of osa-miR159, osa-miR167 and osa-miR172 mediated senescence-resistance through ABA-dependent pathway.

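osa-MIR167f-p3 was lower in N2Y6 at the early and the late stage and had more reads in N2Y6 at the middle stage, while zinc finger protein 207 lay close to level. The ratios of osa-MIR167f-p3 were -1.87 (95% interval -2.58 to -1.22), 0.75 (-0.15 to 1.73) and -3.74 (-5.23 to -2.53). Those of LOC_Os09g38790 for zinc finger protein 207 were -0.31 (-0.55 to -0.08), -0.35 (-0.58 to -0.13) and -0.53 (-0.72 to -0.35). LOC_Os10g05230 was lower in N2Y6-E, at -1.18 (-1.58 to -0.80) and at -0.95 with TMM scaling, and had -0.17 and 0.33 at the later stages. LOC_Os10g39936 had 12.8, 14.0 and 2.00 reads in N2Y6 and 31.0, 0 and 34.3 in LYP9, which is higher in N2Y6-M and lower in N2Y6-L. After exchange of LYP9-M and LYP9-L its middle ratio was -0.07, and LOC_Os10g05230 had 0.21 and -0.04 at the middle and the late stage. osa-MIR167f-p3 had a difference over the 3 stages of -1.40 (standard error 0.82, adjusted p = 0.510 from edgeR's quasi-likelihood test).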

SA also play important role in leaf senescence. In the leaves undergoing senescence, the endogenous level of SA is increased by four times [40]. *Arabidopsis* mutants *npr1* and *pad4*, defective in SA signalling, exhibit reduced expression of a number of *SAGs* such as *PR1a*, *chitinase*, and *SAG12* [41], [42]. Leaves from *pad4* mutants do not appear to undergo cell death as efficiently as the wild type [43] and often remain yellow during the senescence stage [41], [44], showing a clear involvement of the SA pathway in leaf senescence. 

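osa-miR164b was the most read of osa-miR164b, osa-miR164d and osa-miR164e, which differ in sequence and target NAC transcription factors. It had 813, 302 and 1169 normalized reads in N2Y6-E, N2Y6-M and N2Y6-L and 344 and 207 in LYP9-M and LYP9-L, with 92 raw reads in LYP9-E. osa-miR164d had 153, 55.9 and 226 in N2Y6 and 28.1, 49.0 and 44.0 in LYP9, and osa-miR164e had 24.8, 77.0 and 47.5 and 13.1, 59.2 and 44.0. SIP19, the gene LOC_Os12g41680 for a protein induced by salicylic acid, had 4 reads at the site in N2Y6 and 2 in LYP9, both in category 2. LOC_Os06g46270, with 5 reads in each library, was cleaved at a site of the same miRNAs.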

In the present study, four members of the miR164 family, osa-miR164a, osa-miR164b, osa-miR164d, and osa-miR164e were identified (Table S1), targeting one of SA pathway relative gene, *salicylic acid-induced protein 19* (*SIP19*) (Table S5). Compared with that in the leaves of LYP9, In leaves at early, middle and late stages of grain-filling, the expression of sa-miR164a, osa-miR164b osa-miR164d and osa-miR164e was significantly higher in N2Y6 than in LYP9 (Table S2), decreasing the expression of *SIP19* (Table S6), by which leaf senescence of N2Y6 could be delayed. This may be one of the mechanisms of osa-miR164 mediated senescence-resistance in rice.

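osa-miR164b and osa-miR164d were higher in N2Y6 at the early and the late stage and level at the middle stage, and SIP19 was higher in N2Y6-L. The ratios were 3.29 (95% interval 2.98 to 3.62) and -0.19 (-0.42 to 0.04) at the early and the middle stage for osa-miR164b, with an interval of 2.27 to 2.72 at the late stage, and 2.44, 0.19 and 2.36 for osa-miR164d. osa-miR164e, at 0.92, 0.38 and 0.11, was not past the threshold. SIP19 had 6.00, 50.9 and 664 reads in N2Y6-E, N2Y6-M and N2Y6-L and 17.4, 199 and 126 in LYP9-E, LYP9-M and LYP9-L. Its ratios were -0.71 (-2.34 to 0.70), -0.46 (-0.93 to -0.01) and 2.59 (2.31 to 2.87), and after exchange of LYP9-M and LYP9-L they were -0.09 at the middle and 2.22 at the late stage. Over the 3 stages osa-miR164b had a difference of 2.17 (standard error 0.74) and osa-miR164d one of 1.93 (0.67), each with an adjusted p = 0.287 from edgeR's quasi-likelihood test, and 0.0510 when adjusted over the list alone.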

As one of the largest transcription factor families in plants, the NAC transcription factors were involved in diverse processes and plant senescence. In *Arabidopsis* leaf, about 20 NAC transcription factors differentially regulated senescence [45]. Overexpression of the NAP gene, one of *Arabidopsis* NAC transcription factors, induced the premature senescence. Deficient mutation of the NAP gene delayed the leaf senescence of *Arabidopsis*, which could be restored by the NAP homologs from rice and kidney bean [46]. ANAC092/NAC2/ORE1 plays an important role in regulating leaf longevity [10] and salt-promoted senescing process [47], [48]. Moreover, EIN2 is a positive regulator of senescence [10], loss-of-function of EIN2 could delay leaf senescence process [49]. Recent study in *Arabidopsis* also showed that EIN3 works downstream of EIN2, represses miR164 transcription by binding to its promoters, induces *NAC2* expression and then advances leaf senescence [50]. In the present study, four members of miR164 family, osa-miR164a, osa-miR164b, osa-miR164d, and osa-miR164e, were found to target *NAC1* and *NAC21/22* (Table S5). 

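NAC21/22, the gene LOC_Os08g10080, is a relative of the NAC factors that pass on the auxin signal and that drive leaf ageing. Its cleavage site for osa-miR164b was found in LYP9 alone, with 5 reads in category 2. Its deposited counts were 61.6, 28.0 and 50.7 in N2Y6-E, N2Y6-M and N2Y6-L and 92.4, 147 and 143 in LYP9-E, LYP9-M and LYP9-L. LOC_Os07g48550, which encodes the NAC domain protein 100, had its site for the candidate PC-5p-705811_3 in LYP9 alone, with 1 read.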

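NAC21/22 was lower in N2Y6-L, where osa-miR164b and osa-miR164d were higher. The ratios of LOC_Os08g10080 were 0.22 (95% interval -0.26 to 0.70) at the early, -0.88 (-1.52 to -0.29) at the middle and -1.30 (-1.79 to -0.83) at the late stage, and -1.06 at the late stage after exchange of LYP9-M and LYP9-L. At the early stage, where the miRNAs were also higher in N2Y6, the gene was not past the threshold. LOC_Os07g48550 for NAC domain protein 100 was lower in N2Y6-M, at -1.17 (-1.51 to -0.84), and had -0.29 and 0.65 at the other stages. After the exchange its middle and late ratios were -1.81 and 1.28. Over the 3 stages LOC_Os08g10080 had a difference of -0.72 (standard error 0.50, adjusted p = 1.00 from edgeR's quasi-likelihood test).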

The higher expression of osa-miR164a, osa-miR164b, osa-miR164d and osa-miR164e in the leaves at early, middle and late stages of grain-filling of N2Y6 decreased the expression of *NAC1* and *NAC21/22* (Table S2, Table S6), by which leaf senescence of N2Y6 could be delay. These may be another mechanism of osa-miR164 mediated senescence-resistance in rice.

As a plant development hormone, auxins play a negative role in leaf senescence [51]. Exogenous application of auxins could down-regulate the expression of SAGs and delay leaf senescence [51]–[53]. ARF are transcription factors that bind to TGTCTC auxin response elements (AuxRE) in promoters of auxin response genes and regulate their expression [54], [55]. In *Arabidopsis* leaves, *ARF2*, *ARF7* and *ARF*19 transcripts increased moderately, and *ARF1* transcripts decreased slightly in response to dark induced senescence [56]. The *arf2* single mutants can delay leaf senescence, and *arf1 arf2* double mutants enhanced this phenotype [56]. Negative regulation of *ARF10* by miR160 also plays a critical role in seed germination and leaf development, which at least in part by the mechanism of interactions between ARF10-dependent auxin and ABA pathways. Transgenic plants expressing miR160-resistant form of *ARF10*, which has silent mutations in the miRNA target site, results in over-accumulation of the transgene mRNA and the serrated and narrow leaves [57]. In the present study, seven members of *ARF*, including *ARF4*, *ARF6*, *ARF8*, *ARF10*, *ARF16*, *ARF17* and *ARF18*, targeted by os-miR160 (osa-miR160a-5p_L+1R-1, osa-miR160b-5p_L+1R-1, osa-miR160c-5p_L+1R-1, osa-miR160d-5p and osa-miR160e-5p and osa-miR160f-5p), osa-miR167 (osa-miR167a-5p_R-1, osa-miR167b_R-1 and osa-miR167c-5p_R-1) and PC-5p-151167_37, were identified (Table S5). 

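Of the auxin response factors, ARF18 and ARF16 had the strongest cleavage sites. Reads at the site of osa-miR160f-5p and its relatives numbered 178 in N2Y6 and 643 in LYP9 for ARF18 (LOC_Os06g47150) and 71 and 118 for ARF16 (LOC_Os10g33940), all in category 0. ARF8 (LOC_Os02g41800) had 7 and 11, also in category 0, and ARF10 (LOC_Os04g43910) had 3 in each. The sites of osa-miR167a-5p_R-1 in ARF6 (LOC_Os02g06910) and ARF17 (LOC_Os06g46410) were found in LYP9 alone, with 5 and 3 reads in category 2. ARF4 (LOC_Os01g70270), the target of PC-5p-151167_37, had 2 and 11 reads in category 2. The ratios of ARF4 between N2Y6 and LYP9 were -0.62, 0.24 and -0.60, none of them past the threshold.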

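ARF16 was higher in N2Y6-L, and ARF8, ARF10 and ARF18 were not past the threshold at any stage. The ratios of ARF16 were 0.14 (95% interval -0.39 to 0.67), -0.18 (-0.57 to 0.19) and 1.22 (0.93 to 1.52) at the early, middle and late stage, and 0.30 and 0.73 at the middle and late stage after exchange of LYP9-M and LYP9-L. Those of ARF18 were -0.61, -0.31 and 0.29, and those of ARF10, from 3.33 to 18.3 reads, -1.79, -0.08 and 0.40. ARF8 had -0.23 (-0.88 to 0.39), -1.03 (-2.75 to 0.36) and -1.03 (-2.34 to 0.15), from as few as 5.24 reads in N2Y6-M. The sequence of osa-miR160a-5p_L+1R-1, osa-miR160b-5p_L+1R-1 and osa-miR160c-5p_L+1R-1 had ratios of 1.47 (0.73 to 2.23), -0.92 (-1.76 to -0.12) and -0.15 (-0.95 to 0.61), so its reads were more in N2Y6-E and fewer in N2Y6-M, short of the threshold. Over the 3 stages its difference was 0.36 (standard error 0.61, adjusted p = 0.886 from edgeR's quasi-likelihood test).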

In the leaves at early, middle and late stages of grain-filling, the expression of osa-miR160a-5p_L+1R-1, osa-miR160b-5p_L+1R-1, osa-miR160c-5p_L+1R-1, osa-miR160d-5p and osa-miR160e-5p was significantly lower in N2Y6 than in LYP9 (Table S2), which increased the expression of *ARF8*, *ARF10*, *ARF16* and *ARF18* (Table S6), and might have been involved in the leaf senescence.

JA, MeJA, and other derivatives, together known as jasmonates, play key roles in plant senescence. JA-dependent senescence is defective in the JA-insensitive mutant *coronatine insensitive 1* (*coi1*) [47]. Exogenous application of JA could increase expression of SAGs and stimulate leaf senescence [42]. The biosynthesis of JA was regulated by two members of the *ARF*, *ARF6* and *ARF8*. The *arf6* and *arf8* single mutation delayed flowering development, leading to the formation of seedless and parthenocarpic fruit [58]. 

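ARF6 (LOC_Os02g06910) and ARF8 (LOC_Os02g41800) were read in leaves of both hybrids at every stage. The paper ties genes of these names to jasmonic acid production, and whether these rice loci share that role was not tested. The deposited counts of ARF6 were 59.2, 41.8 and 75.6 in N2Y6-E, N2Y6-M and N2Y6-L and 187, 195 and 78.0 in LYP9-E, LYP9-M and LYP9-L. Those of ARF8 were 33.3, 5.24 and 9.06 in N2Y6 and 66.9, 28.7 and 20.7 in LYP9. Between the late and the early stage over both hybrids ARF8 had a log2 difference of -2.10 (standard error 0.59, adjusted p = 0.311 from edgeR's quasi-likelihood test), which did not pass.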

In the present study, *ARF6* and *ARF8*, targeted by osa-miR167a-5p_R-1, osa-miR167b_R-1, osa-miR167c-5p_R-1, osa-miR160d-5p, osa-miR160e-5p and osa-miR160f-5p, were identified (Table S5). 

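osa-miR167a-5p_R-1 and osa-miR160f-5p were higher in N2Y6-E, osa-miR160f-5p also in N2Y6-L, and ARF6 was not past the threshold at any stage. The sequence of osa-miR167a-5p_R-1, osa-miR167b_R-1 and osa-miR167c-5p_R-1 had ratios of 2.23 (95% interval 1.57 to 2.91), 0.53 (-0.42 to 1.45) and 0.95 (0.31 to 1.64). osa-miR160f-5p had 3.31 (2.45 to 4.31), -0.37 (-0.96 to 0.23) and 1.98 (1.29 to 2.74), and osa-miR160d-5p had 1.52, or 1.49 with TMM scaling, -0.62 and 0.64. The ratios of ARF6 were -0.87 (-1.32 to -0.44), -0.71 (-1.22 to -0.22) and 0.15 (-0.32 to 0.63). ARF17, another target of osa-miR167a-5p_R-1, had -0.42, 0.39 and -0.39. After exchange of LYP9-M and LYP9-L ARF6 had 0.32 at the middle and -0.89 at the late stage, and ARF17 had 0.98 at the middle stage and stayed below 0 and within the threshold at the late stage. Over the 3 stages osa-miR167a-5p_R-1 had a difference of 1.47 (standard error 0.57) and osa-miR160f-5p one of 1.88 (0.76), each with an adjusted p = 0.310 from edgeR's quasi-likelihood test.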

In the leaves at early, middle and late stages of grain-filling, the expression of osa-miR167a-5p_R-1, osa-miR167b_R-1, osa-miR167c-5p_R-1, osa-miR160d-5p, osa-miR160e-5p and osa-miR160f-5p was significantly higher in N2Y6 than in LYP9 (Table S2), decreasing the expression of *ARF6* and *ARF8* (Table S6), by which the production of JA could be repressed. This may be one of the mechanisms of osa-miR167 mediated senescence-resistance through JA pathway.

In addition, many other targets, such as WRKY transcription factor 54, Vacuolar-sorting receptor 6, subtilisin, myb and scarecrow-like protein, targeted by osa-miR1851, PC-3p-35500_181, osa-miR5809, osa-miR319, osa-miR159 and osa-miR171, were reported to be involved in senescence [59]-[62] and were identified in the present study (Table 3, Table S5). 

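The scarecrow-like gene LOC_Os02g44360, a GRAS transcription factor targeted by osa-miR171b, was higher in N2Y6-L, and the WRKY54 gene LOC_Os07g48260 was higher in N2Y6-M. The scarecrow-like gene LOC_Os04g46860 was lower in N2Y6-M. LOC_Os02g44360 had ratios of -0.32, -0.61 and 1.74 (95% interval 1.43 to 2.05), and after exchange of LYP9-M and LYP9-L its middle ratio was 1.16 and its late ratio -0.03. WRKY54 had -1.04 (-2.01 to -0.17), 1.19 (0.64 to 1.74) and 0.93 (0.16 to 1.72), and at the middle stage 0.89 with TMM scaling and 2.36 after that exchange, which gave -0.25 at the late stage. LOC_Os04g46860 had -1.23 (-1.93 to -0.59) at the middle stage, and -0.30 after the exchange. VSR6, the vacuolar-sorting receptor gene LOC_Os06g45380, had -0.31, 0.30 and -0.31. The subtilisin gene LOC_Os04g47160 had 0.5 reads in N2Y6-L and none elsewhere, so nothing can be said of its level. Among the miRNAs, osa-miR171b had ratios of 1.89, 0.60 and 0.97. osa-miR319b, which pairs near the osa-miR159b site of LOC_Os01g59660, had -3.21, -0.11 and -2.38.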

Whether they are involved in leaf senescence in rice, is also worthy to determine in the further research.

In conclusion, we found six miRNA families, osa-miR159, osa-miR160, osa-miR164, osa-miR167, osa-miR172 and osa-miR1848, were involved in the leaf senescence through phytohormone signaling pathway in rice. 

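Of the 6 families, osa-miR159b was lower in N2Y6-E and N2Y6-L, and osa-miR160, osa-miR164 and osa-miR167 had members that were higher in N2Y6-E, while osa-MIR167f-p3 and osa-miR167h-3p were lower there. osa-miR159b, osa-miR160f-5p, osa-miR164b and osa-miR167a-5p_R-1 differed less at the middle stage than at the early stage, while the sequence of osa-miR167e-3p and osa-miR167i-3p was above the threshold at the middle stage, and with TMM scaling also at the late stage, at 1.56. The members of osa-miR172 were below the threshold, and osa-miR1848 had too few reads to compare. None of osa-miR159b, osa-miR160f-5p, osa-miR164b, osa-miR167a-5p_R-1 and osa-miR172a passed edgeR's quasi-likelihood test over the 3 stages when adjusted over all sequences, with adjusted p from 0.287 to 0.655. Of their targets, SIP19 was higher in N2Y6-L together with osa-miR164b and osa-miR164d, ARF16 together with osa-miR160e-5p and osa-miR160f-5p, and NAC21/22 was lower there. ARF16 was at 0.73, below the threshold, after exchange of LYP9-M and LYP9-L. The level of a hormone was not measured in these libraries. From the functions reported for the targets and the lower or higher levels of their miRNAs, the paper concludes that these families act in leaf senescence through hormone signaling.

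**Figure D2:**
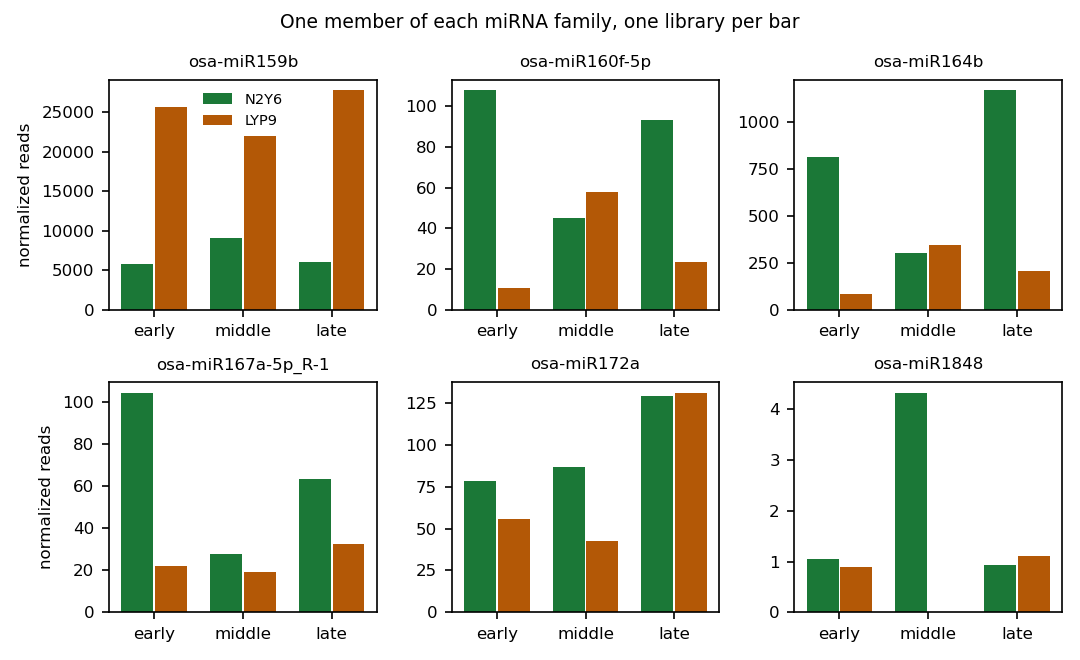
Normalized reads of 1 member of each of the 6 families in the 6 small RNA libraries, 1 library per hybrid and stage, as bars that start at 0, with an axis for each panel. osa-miR164b goes from 813 in N2Y6-E to 302 in N2Y6-M and 1169 in N2Y6-L, and osa-miR1848 has at most 5 raw reads in any library.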

Although the mechanism how these miRNA delay or hasten the process of leaf senescence is not well known, our results provided valuable information for understanding the miRNA-mediated leaf senescence in rice and offered an important foundation for rice breeding. Further research is needed to identify the detailed mechanism of rice leaf senescence mediated by miRNA.

## Materials and Methods

### Plant materials

The flag leaves at early, middle and late stages of grain-filling of two hybrid rice, N2Y6 and LYP9 (named as N2Y6-E, N2Y6-M, N2Y6-L, LYP9-E, LYP9-M and LYP9-L, respectively), were collected, respectively. In each case, samples were pooled from twelve individual plants, immediately frozen in liquid nitrogen and stored at −80°C.

### Chlorophyll content detection

The content of chlorophyll a and chlorophyll b in leaves of the two hybrid rice was measured according to the methods of Shen et al. [63].

### Total RNA isolation, small RNA library preparation and sequencing

Total RNAs were extracted using the Trizol reagent (Life Technology, USA) according to the manufacturer's protocol. Total RNA quantity and purity were assayed with the NanoDrop ND-1000 spectrophotometer (Nano Drop) at 260/280 nm (ratio > 2.0). The total RNAs were 5′ and 3′ RNA adapter-ligated by T4 RNA ligase. The adapter-ligated small RNAs were transcribed to cDNA by Super-Script II Reverse Transcriptase and amplified using primers that annealed to the ends of the adapters. The cDNA libraries were obtained by 16% TBE gel and then subjected to Solexa/Illumina sequencing (LC Sciences).

### Analysis of sequencing data

Raw sequencing reads were processed into clean full-length reads by the LC Sciences small RNA pipeline (ACGT V4.2). Unique small RNAs were then used to query the mRNA (ftp.jgi-psf.org/pub/compgen/phytozome/v9.0/Osativa/annotation/), noncoding RNA sequences database (ftp://ftp.sanger.ac.uk/pub/databases/Rfam/10.1/) and the repeat-Repbase (http://www.girinst.org/repbase/update/index.html). New candidate miRNAs were identified by folding the flanking genome sequence of unique small RNAs, followed by the prediction of secondary structures by Mfold program. Differentially expressed miRNAs in the leaves of N2Y6 and LYP9 were identified by their counts of reads. The selection methods of differential expression were t-test, with the threshold of 0.05. Finally, all data were submitted to the database (http://www.ncbi.nlm.nih.gov/geo).

### Degradome sequencing and analysis

To investigate the potential target mRNAs involved in leaf senescence, two degradome cDNA libraries were constructed using sliced ends of polyadenylated transcripts from the leaves (mixture of leaves at early, middle and late stages of grain-filling of two hybrid rice, respectively) of N2Y6 and LYP9. Total RNA was extracted using Trizol reagent (Invitrogen, CA, USA) following the manufacturer's procedure. The total RNA quantity and purity were analysis of Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RIN number >7.0. Approximately 20 ug of total RNA were used to prepare degradome library. The method of Ma et al [64] was followed with some modification. (1) Approximately 150 ng of poly(A)+ RNA was used as input RNA and annealing with biotinylated random primers. (2) Strapavidin capture of RNA fragments through biotinylated random primers. (3) 5′adaptor ligation to only those RNAs containing 5′-monophosphates. (4) Reverse transcription and PCR (5) Libraries were sequenced using the 5′adapter only, resulting in the sequencing of the first 36 nucleotides of the inserts that represented the 5′ends of the original RNAs. And then we performed the single-end sequencing (36 bp) on an Illumina Hiseq2500 at the LC-BIO (Hangzhou, China) following the vendor's recommended protocol. The purified cDNA library was used for cluster generation on Illumina's Cluster Station and then sequenced on Illumina Hiseq 2500 following vendor's instruction for running the instrument. Raw sequencing reads were obtained using Illumina's Pipeline v1.5 software following sequencing image analysis by Pipeline Firecrest Module and base-calling by Pipeline Bustard Module. The extracted sequencing reads were used in the standard data analysis. A Public software package, CleaveLand3.0 was used for analyzing sequencing data generated.

### Library construction, sequencing and data analysis for digital gene expression (DGE)

Six individual RNA-seq libraries of samples were constructed. Sequence library were prepared following the manufacturer's instructions. After 15 cycles of linear PCR amplification, around 250 bp fragments were purified by 6% TBE polyacrylamide gel electrophoresis to obtain the final tag libraries. Sequencing was performed using an Illumina HiSeq 2000. Millions of raw reads with a sequencing length of 35 bp were generated. The adaptors, empty tags (no tag sequence between the adaptors), low quality tags (tags containing one or more unknown nucleotides ‘‘N’’) and tags with a copy number of 1 were removed from the raw data to obtain the clean tags. All clean tags were mapped to the transcriptome reference database generated by RNA-Seq. The number of unambiguous tags corresponding to each gene was calculated and normalized to the RPKM (number of transcripts per million clean tags per kilobase) to analyze the expression of different genes. To identify genes expressed differentially between the two strains samples, an algorithm was developed based on the method described by Audic and Claverie. FDR (false discovery rate) was utilized to determine the threshold of P-values. "FDR #0.001 and the absolute value of the log2Ratio $1" were selected as the threshold for judging the diffrentially-expressed genes. A P-value of 0.05 was selected as the threshold for deciding whether a gene set was significantly enriched in GO and KEGG enrichment analysis.

### Real-time quantitative-PCR

The expression of five selected miRNAs were assayed in two lines of rice by Platinum SYBR Green-based q-PCR (Invitrogen, 11733–038) with the High Specificity miRNA QuantiMir RT Kit (RA610A-1, System Biosciences) on ABI 7900. Primers for the five miRNAs and internal control gene U6 snRNA are listed in Table S8.

### Accession number

Sequencing data obtained in this work have been submitted to the Gene Expression Omnibus under the accession number GSE62200.

## Supporting Information

Table S1 **Profile of the known miRNAs in rice leaves referred to miRbase20.0.**
(XLS)

Table S2 **Expression profiling of all the microRNAs discovered in rice leaves.**
(XLS)

Table S3 **Profile of potential miRNA candidates originating from predicted RNA hairpins**
(XLS)

Table S4 **Category of miRNAs targets in the leaves of N2Y6 and LYP9 at different stages of grain-filling.**
(XLS)

Table S5 **Profile of miRNA targets identified in the leaves of N2Y6 and LYP9.**
(XLS)

Table S6 **Differential expression of mRNAs in the leaves of N2Y6 and LYP9 at different stages of grain-filling.**
(XLS)

Table S7 **Differential expression of targets in the leaves of N2Y6 and LYP9 at different stages of grain-filling.**
(XLS)

Table S8 **Primers of miRNA used in this study.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

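Flag leaves of 2 hybrids, N2Y6 and LYP9, were sampled at 3 stages of grain filling (early, middle, late), with 12 plants pooled per sample. There were 14 libraries: 6 of small RNA and 6 of RNA-seq tags, 1 for each hybrid and stage, and 2 degradome libraries, 1 for each hybrid with the 3 stages mixed. No hybrid and stage had a replicate of either assay. Samples were grouped by the hybrid and stage in their labels and in the paper.

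The authors made the small RNA tables with ACGT101-miR 4.2 from reads with the adapter, other RNA and repeats removed, and matched them to miRBase 20 and to hairpins folded from the genomes of the parents of LYP9. The raw reads in those tables are estimated counts as deposited, since the authors divided a read among the names that it fits. The normalized reads are a signal on a scale of the authors, the raw reads times 1 factor per library. The RNA-seq table holds estimated counts per transcript as deposited, with a tag divided by the authors among the transcripts that it fits. Its columns headed TPM hold CPM values as deposited, relative to library totals of the authors that are larger than the sum of the table, and the values show no correction for transcript length. In the RNA-seq table the authors also give a fold change between the hybrids, a ratio of LYP9 over N2Y6 as deposited, and p-values of the authors, and these columns were not used here. The degradome tables were made by the authors with CleaveLand 3.0 and, per the labels, ACGT301-DGE 1.0. They give, as deposited, the count of raw reads at a cleavage site, an alignment score, a category from 0 to 4 and a p-value of the authors for the site. They also give a log2 fold change of LYP9 over N2Y6 by the authors with its p-value and FDR, of which the mark for a significant difference and the direction were used. The sequencers' software was SCS 2.8 and RTA 1.8.70 by the submitters' processing notes. The aligners are not given in the sources used here. Some miRNAs and loci are not analysed here.

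Known miRNAs and candidates were counted by name, as in the paper, and the filter acted on the divided reads of each name. Ratios of N2Y6 over LYP9 at a stage are log2 values of normalized reads for miRNAs. For transcripts and loci they are log2 values of CPM of the table total. The calls of the exact binomial test used ratios with 0.5 reads added, while the ratios printed for named loci had none added. A miRNA counted as past the threshold with a log2 ratio above 1.5 or below -1.5 and at least 10 normalized reads in at least 1 of the compared libraries. These ratios have no replicate check, and their 95% intervals are exact conditional intervals that cover counting error alone. Transcripts of the 2 libraries of a stage were compared with an exact binomial test, at a Benjamini-Hochberg adjusted p under 0.001 and a log2 ratio of at least 1 in size. That test compares those libraries and not the hybrids.

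A difference over the 3 stages was tested with edgeR 4.0.16 in R 4.3.3 on rounded counts, with filterByExpr, TMM factors, stage and hybrid as terms, the quasi-likelihood test and a Benjamini-Hochberg adjusted p under 0.05. Small RNA reads were first summed by distinct sequence and RNA-seq counts by locus. With 2 residual degrees of freedom per sequence or locus, the stages take the place of replicates. The p-values set the mean hybrid difference against its spread between stages, which edgeR moderates with the spread of the other sequences or loci. The same model gave the difference between the late and the early stage. DESeq2 1.42.0 was run with the same terms. For 32 lists of loci by GO term, camera of limma 3.58.1 was used with a correlation of 0.01, with an estimated correlation and fry as alternatives. The GO terms of target loci were compared with those of all read loci by a hypergeometric test. The directions of a miRNA and its target were compared over pairs with at least 10 reads on both sides, after TMM scaling, with 10000 random pairings. The other steps used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1.

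Reads of listed miRNAs were 279869 to 394648 per library and tags in the RNA-seq table 2701860 to 7686310. A count of 0 leaves room for 3 reads, which is 2.59 to 3.70 normalized reads or 0.390 to 1.11 CPM. The edgeR test was tested on simulated data of the same spread, with dispersions of 0.279 for small RNA and 0.244 for loci. It called 6 of 39 sequences and 27 of 200 loci with a 4-fold difference, and 40 of 40 and 195 of 199 with a 16-fold one. With no difference planted it called 0.

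The miRNAs and genes named are those that the study names in its text, its Tables 2 and 3 and its Figs. 5 and 9, the 5 sequences with the largest ratio per stage and direction, the 10 with the largest fold per direction past a test over the 3 stages, and the 3 members of a GO list with the smallest p. The values in Tables S1 to S7 were open when this rule was written. Other genes with clear cleavage sites, and the loci that are neighbours among the tested ones, were named after their values were seen. Alternatives changed 1 choice at a time: the fold threshold, the filter on low counts, the scaling, the unit counted, the tool, the stage term, the correlation in the GO test, and leaving out each stage in turn. The number of miRNAs with TMM was an exception, as it was counted by distinct sequence. Exchange of the middle and late RNA-seq libraries of LYP9 was added after the data were seen. The PCR values of Fig. 5, apart from those of osa-miR1320-5p read by eye, and the counts of raw and clean tags were not analysed here.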

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

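The tests of exchanged stage labels, of leaves exchanged before the RNA was divided and of faster ageing were chosen after the result was seen, and the other tests of this part were set before it.

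The hybrid differences of many genes turned around between the middle and the late RNA-seq libraries. Past the threshold in opposite directions at these stages were 1805 transcripts, those of the auxin-repressed protein gene LOC_Os11g44810 among them, beside 912 in the same direction, and this change was not tested. Across the 18115 loci tested the hybrid differences of the 2 stages correlated at -0.100 as labelled and at 0.515 with LYP9-M and LYP9-L exchanged. The gap between these 2 correlations, bootstrapped over loci and added to -0.100, gave a 95% interval of 0.493 to 0.535. That interval is over loci, which are not independent, and covers no spread between leaves. The rise comes from the same closeness of N2Y6-M to LYP9-L and of N2Y6-L to LYP9-M that prompted the exchange. It is therefore no separate evidence for exchanged labels. Lower depth of N2Y6-M is argued against, since N2Y6-M stood closer to LYP9-L than to LYP9-M by 0.0853 in correlation with all libraries thinned to the smallest. Faster ageing of LYP9 along the course of N2Y6 cannot be told apart, since LYP9-L minus LYP9-M, at -0.222 on that course, stands on 1 library each, and its interval of -0.234 to -0.210 is over loci and not over leaves. Exchanged stage labels of these RNA-seq libraries may be the cause, an exchange of the leaves before the RNA was divided cannot be told apart from it, as the gap in the small RNA libraries of -0.00918 (-0.0446 to 0.0202) lies on both sides of 0, and a late return of LYP9 to an earlier state is a biological explanation that stays open and untested.

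In the small RNA libraries the hybrids lay closest at the middle stage, as osa-miR164b, osa-miR160f-5p and osa-miR1320-5p show. Of 15 sequences with at least a 4-fold difference in the same direction at the early and the late stage, all were closer to 0 at the middle stage, with a median size of 3.25, 0.78 and 2.98 with TMM scaling, and part of that fall comes from picking them for their size at the other stages. LYP9 leaves or RNA mixed into the N2Y6-M sample before the RNA was divided are argued against by 15 loci that were read nearly only in LYP9 at the other stages, whose median share in the N2Y6-M RNA-seq library was 0, with a highest value of 0.0326. LYP9 reads mixed into the N2Y6-M small RNA library cannot be told apart from a small hybrid difference at that stage, as the mixed share came to 0.774 from sequences high in N2Y6 and to 0.337 from those high in LYP9, which calls for pure levels at the middle stage that were not measured. LYP9-M also lay toward N2Y6, with a median N2Y6 share of 0.491 (quartiles -0.0276 to 0.554) from sequences high in LYP9. From those high in N2Y6 it was 0.197 (0.157 to 0.280). Reads mixed into N2Y6-M would not move LYP9-M, so such mixing alone would leave this part unexplained. These shares rest on 1 library and on sequences picked at the other stages, so they do not decide the question. A smaller difference between the hybrids at the middle stage is the biological explanation and stays open as well. The paper reports PCR in step with sequencing at every stage for osa-miR1320-5p and other miRNAs, and PCR does not draw on the N2Y6-M small RNA library. Here the PCR values were read by eye for osa-miR1320-5p alone, so they do not decide the question.

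Of the loci with a difference over 3 log2 units in the same direction at all 3 stages, 52 higher and 87 lower in N2Y6, some were neighbours, in 12 runs. Loci count as neighbours where no other tested locus lies between them by number, so untested loci may lie there. Examples are LOC_Os06g05420 to LOC_Os06g05450, which were higher, and LOC_Os01g71540 to LOC_Os01g71599, which were lower. These loci lie outside those that the paper discusses. There were 15 neighbouring pairs, against a mean of 0.561 and a 99th percentile of 3 in 10000 shuffled orders. Reads shared between neighbouring copies are argued against as the source of every pair, since among 5299 loci whose reads lay within 0.001 of a whole number in all 6 libraries there were 4 pairs, or 21.5 times the shuffled mean. Of the 15 pairs, 3 had such reads in both loci, and in the other 12, LOC_Os01g71540 with LOC_Os01g71590 among them, at least 1 locus had divided reads, so that sharing stays open there. Runs from blocks of the parents' chromosomes may be the source, and whether a block lacks the genes or differs from the reference in sequence was not tested.

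Past the threshold in opposite directions were 3 known miRNAs at the early and middle stage (osa-miR166i-3p_L+2R-2, osa-miR1874-5p and osa-miR528-5p), 6 at the middle and late stage (osa-MIR169b-p3, osa-MIR1857-p5, osa-miR166i-3p_L+2R-2, osa-miR169i-3p, osa-miR535-3p and osa-miR6251) and 1 at the early and late stage (osa-miR168a-3p_L-3), with 1 library each, and these changes were not tested. With TMM scaling osa-miR166i-3p_L+2R-2 and osa-miR528-5p, at -1.38 and -1.47 at the middle stage, and osa-miR535-3p and osa-miR6251, at -1.20 and -1.01 at the late stage, were no longer past it. The median log2 ratio of the photosynthesis loci was 0.32 at the early and -1.04 at the late stage, and this change was not tested and rests on the LYP9-L library named above. Between the late and the early stage, which the paper does not compare, 14 GO lists passed the threshold of camera in limma, and 0 of them passed with an estimated correlation (adjusted p = 0.677 to 0.684) or with fry (0.379 to 0.388). Their values are given under the other observations.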

How the results depend on the processing

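The exchange of LYP9-M and LYP9-L was chosen after the result was seen, and the other alternatives were set before it. No paired analysis was possible because the labels carry no replicate numbers, while the edgeR model sets the hybrids side by side within each stage through its stage term, and no stage term is its unpaired form. The late against early comparison without the early or the late pair of libraries was not run, since it leaves no library of 1 of the stages. Where a value left its range, the cause was not tested unless it is named.

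The number of known miRNAs past the threshold, 65, 35 and 63 at the 3 stages, came to 51, 34 and 56 by distinct sequence, 53, 34 and 45 with TMM and 82, 30 and 72 with mappable totals. It grew, as a wider threshold or no filter must let it, to 131, 81 and 118 with ratios of 1.5 and 0.5, 115, 67 and 99 with a log2 threshold of 1, 160, 168 and 170 with the threshold word for word and 120, 110 and 132 with no filter. It shrank to 31, 16 and 20 with at least 10 normalized reads in both libraries and to 28, 14 and 20 with 10 in all 6. For the candidates, 20, 19 and 22 became 34, 48 and 45 with ratios of 1.5 and 0.5, 36, 55 and 57 word for word, 53, 49 and 47 with no filter, 3, 4 and 3 with 10 reads in both and 3, 4 and 1 with 10 in all 6. With a log2 threshold of 1 they were 30, 38 and 38. By distinct sequence, TMM or mappable totals they stayed within 1.5 times. Low read numbers thus limit most of these counts, above all for the candidates.

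The 2 miRNA sequences past edgeR's test over the 3 stages became 11 with DESeq2, 7 with no filter, and 0 each with library totals, no stage term or the authors' scaling, where edgeR had 17, 29 and 21 at an unadjusted p under 0.05. In leave-one-out runs there were 0 to 19, with 19 without the middle pair of libraries, 11 higher and 8 lower, and 0 without the early pair (14 unadjusted) or the late pair (2 unadjusted). No locus passed edgeR's test between the hybrids (943 unadjusted), while DESeq2 called 242, library totals 17, no filter 13, no stage term 35 and the exchange 99. Leaving out a stage or counting transcripts gave 0, with 642 to 914 unadjusted in the first case and 1229 in the second. Between the late and the early stage edgeR called 0 loci (2505 unadjusted), DESeq2 813 and the exchange 4411, and library totals, no filter, no hybrid term, transcripts and leave-one-out of the middle pair called 0 each, with 2299 to 3464 unadjusted.

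The early transcripts past the threshold, 870 of 35402, became 1581 at an adjusted p of 0.05, 2306 with no fold threshold and 8468 with the TPM column. The 6590 of the middle stage became 2323 after the exchange, and the 6551 of the late stage 9912 with no fold threshold. The other alternatives gave 713 to 904, 5062 to 8598 and 5074 to 8364 at the 3 stages. The shares that were higher in N2Y6, 28.4, 71.2 and 55.6%, became 51.9, 55.5 and 47.6% with TMM and 1.07, 18.6 and 37.5% with the TPM column, so the balance of directions depends on the scaling at each stage.

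Target pairs in N2Y6 and LYP9, 844 and 775, became 447 and 391 by transcript, 292 and 253 by locus, 348 and 306 by sequence and locus, and 216 and 249 with the authors' p-value of at most 0.05, as each of these counts fewer items. With categories 0 to 2 alone they were 530 and 545. The share of opposite pairs moved from under to over the mean of random pairings at the early stage with no filter (50.6%), at the middle stage with library totals (50.0%) and after the exchange (50.6%), and at the late stage with library totals (46.0%) and after the exchange (56.1%). The other alternatives gave 37.5 to 49.7%, and no one-sided p of the permutation tests was under 0.109.

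The GO lists past camera's test in limma, 4 between the hybrids and 14 between the late and the early stage, became 0 and 0 with an estimated correlation and 0 and 0 with fry. Between the hybrids leave-one-out gave 0 to 7, with 7 without the early, 0 without the middle and 2 without the late pair, and the exchange gave 4. Late against early, leave-one-out of the middle pair and the exchange gave 13 each.

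Of 243 ratios of named miRNAs, 231 stayed within their counting interval with TMM and 12 moved, while 13 changed sign, none of them past the threshold. Of 184 ratios of named targets, 148 stayed within it with TMM and 56 with the TPM column, and 19 and 41 changed sign. After the exchange 54 stayed and 64 moved, and 33 changed sign, 4 of them late ratios past the threshold: LOC_Os02g44360 became -0.028, LOC_Os05g40700 1.80, LOC_Os06g06050 -0.13 and LOC_Os11g44810 0.23. LOC_Os10g39936, with 0 reads in LYP9-M, turned at both stages as well, to -0.07 at the middle stage and to 2.00 reads against 0 at the late stage.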

Differences from the paper's values

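All alternatives named in this part were set before their results were seen, apart from the exchange of LYP9-M and LYP9-L. The study's supplementary values were already open when they were set. The paper's threshold for miRNAs reads as a log2 ratio above 1.5 or below 0.5, and the counts below use -1.5 for the lower side.

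For known miRNAs lower in N2Y6-M, the paper gives 6 and the tables gave 17. Requiring at least 10 normalized reads in both libraries (9) or in all 6 (7) falls within 1.5 times the paper's value, and the other 7 alternatives, at 13 to 150, do not. For those higher in N2Y6-L the paper gives 7 and the tables 12. The same 2 alternatives, at 8 each, fall within it, and the other 7, at 11 to 45, do not. For those lower in N2Y6-L the paper gives 24 and the tables 51. TMM scaling, at 25, falls within it, and the other 8, at 12 to 158, do not. For candidates lower in N2Y6-E the paper gives 6 and the tables 10, and none of the 9 alternatives, at 2 to 26, falls within it. For candidates higher in N2Y6-L the paper gives 4 and the tables 2. A log2 threshold of 1 and TMM scaling, at 5 each, fall within it, and the other 7, at 0 to 17, do not. For candidates lower in N2Y6-L the paper gives 13 and the tables gave 20.0. TMM scaling, at 12, falls within it, and the other 8, at 1 to 55, do not.

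The paper counts transcripts as up in N2Y6 at 787, 2118 and 2135 and as down at 402, 3572 and 3381. The tables gave 623, 1898 and 2906 lower in N2Y6 and 247, 4692 and 3645 higher, so at the main setting the paper's series runs beside these values when its up is read as higher in LYP9. Read as printed, the paper's 787 stands beside 247 and its 402 beside 623. With the TPM column 91, 1551 and 2452 were higher in N2Y6 and 8377, 6773 and 4080 lower, which runs beside the paper's values as printed at the late stage and in order at the middle stage, and not at the early stage. With TMM the late stage, at 3042 higher and 3355 lower, also falls within 1.5 times as printed, so the direction the paper means is not settled by these counts. On the turned scale the early transcripts higher in N2Y6, 402 in the paper and 247 in the tables, differ. An adjusted p of 0.05 (389) and TMM (370) fall within 1.5 times the paper's value, and no fold threshold (703), the TPM column (91), at least 10 reads (253), loci (223) and a pseudocount of 5 (245) do not. For target transcripts past the threshold the paper gives 2, 21 and 33 at the 3 stages and the tables 14, 176 and 156, or 9, 139 and 124 by locus. It speaks of target genes without saying whether these are loci or transcripts, and for the late stage it also gives 8 with a significant change. None of the 7 alternatives falls within 1.5 times of these, at 9 to 218, at least 139 and at least 124. In the authors' deposited table 38, 193 and 166 target transcripts carry the mark of a significant difference. By the authors' fold change 27, 67 and 78 of them were higher in LYP9 and 11, 125 and 88 lower. For these targets the larger side at each stage is that of the paper's series when its up is read as higher in LYP9.

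For LOC_Os01g59660.1 the paper gives 9.5 in N2Y6-M, 8.2 in N2Y6-L, 3 in LYP9-E and 17 in LYP9-L, and the table 2.95, 12.7, 8.17 and 9.45. TMM falls within 1.5 times for N2Y6-L alone, at 11.7, and at 5.14, 6.48 and 8.33 does not for the others. For LOC_Os01g59660.2 the paper gives 8 in N2Y6-M, 3 in N2Y6-L and 14 in LYP9-E, and the table 3.28, 14.0 and 7.5. TMM falls within it for N2Y6-M alone, at 5.72, and at 12.9 and 5.95 does not for the others. For LOC_Os06g40330.1 the paper gives 78 in N2Y6-M and 31 in LYP9-E, and the table 26.0 and 77.9, where TMM, at 45.3 and 61.8, does not. The TPM column falls within it for none of these 9 values, at 0.46 to 4.55. These values of the paper stand in the deposited table in another order of libraries. Its 78 and 31 for LOC_Os06g40330.1 are the 77.9 of LYP9-E and the 31.1 of N2Y6-L, and its 9.5 and 17 for LOC_Os01g59660.1 are the 9.45 of LYP9-L and the 16.8 of LYP9-M. Its LYP9-M and LYP9-L values for LOC_Os06g40330.1 and LOC_Os01g59660.2 stand under these same libraries, at 51.6 and 38.1 and at 18.5 and 11.5.

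Of 75 entries of Table 2 that were compared, over 25 of its names, 56 had the same call here. Of the 51 of these that it marks as different, 35 had the same call and 51 the same direction, and 42 were past a log2 ratio of 1.5 with no filter on reads. The paper has osa-miR5508 lower at every stage, where the early ratio of -1.94 fell under the filter and passes with no filter. It has osa-miR167e-3p and osa-miR167i-3p higher at the early stage, at 1.43 here, which a log2 threshold of 1 and the reading as plain ratios call. It has osa-miR3979-5p_R+1 higher at the early stage, where the ratio was 0.96 from 5.28 and 2.71 normalized reads, under the filter. It leaves osa-miR166i-3p_L+2R-2 unmarked at the middle stage, where the ratio of -1.59 was past the threshold and that with TMM scaling, at -1.38, was not. It has PC-5p-171396_32 higher at the late stage, where the ratio, which rounds to 1.50, fell just short of the threshold, and TMM scaling, at 2.00, calls it.

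Of 2 target genes that the paper calls at the early stage, LOC_Os06g06980.1 at -0.80 and LOC_Os12g05050.1 at -0.33 were not called, and with the TPM column, at -1.55 and -1.09, they pass the fold threshold. The paper states that most targets stood opposite to their miRNA. The tally over pairs of every category with at least 10 reads on both sides was 48.0, 50.7 and 48.4%. Among the targets that the authors' deposited table marks it was 51.9, 48.3 and 42.3%. That tally had no filter on reads and used the authors' normalized reads and fold change in place of TMM. After the exchange, chosen after seeing the values, the late share of the first tally was 56.1%.

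The paper has osa-miR159b and osa-MIR167f-p3 lower in N2Y6 at all stages. At the middle stage osa-miR159b, at -1.27, was below LYP9 and short of the threshold, which a log2 threshold of 1, the reading as plain ratios and the reading word for word call, and osa-MIR167f-p3 was at 0.75. It has zinc finger protein 207 higher, where the ratios were -0.31, -0.35 and -0.53, and TMM and the TPM column left each below 0. It also has a zinc finger gene higher. LOC_Os10g05230, a target of osa-miR159b, was at -1.18, -0.17 and 0.33, so the late stage went the way the paper states. After the exchange, chosen after seeing the values, the middle ratio was 0.21 and the late ratio -0.04. It has osa-miR164b, osa-miR164d and osa-miR164e higher at all stages, which held for the first 2 at the early and the late stage, while the middle ratios were -0.19, 0.19 and 0.38. It has SIP19 lower, which in direction held at the early and the middle stage, at -0.71 and -0.46, and not at the late stage, at 2.59. It has osa-miR172a and osa-miR172d higher at the early and the middle stage, at 0.48 and 1.03 here, of which a log2 threshold of 1 and the reading as plain ratios call the second, and AP2-like factors lower. Of 4 such genes, LOC_Os03g60430 and LOC_Os07g13170 were lower in direction at the early stage, at -0.49 and -0.51, and LOC_Os04g55560 and LOC_Os05g03040 were not, at 0.15 and 0.25. At the middle stage the 4 had 0.19, 0.51, 0.17 and 0.73, and with the TPM column all 4 stood below 0 at both stages. After the exchange, chosen after seeing the values, 3 of the 4 stood below 0 at the middle stage, at -0.10 for LOC_Os03g60430, -0.33 for LOC_Os07g13170 and -0.23 for LOC_Os05g03040, and LOC_Os04g55560 was at 0.64.

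In one sentence the paper has osa-miR160a-5p_L+1R-1 to osa-miR160e-5p lower in N2Y6 and in a later one osa-miR160d-5p and osa-miR160e-5p higher. The early ratios were 1.47 for the first, 1.52 for osa-miR160d-5p and 2.80 for osa-miR160e-5p, and the middle ratios -0.92, -0.62 and -0.20, which the reading word for word calls lower. It has ARF8, ARF10, ARF16 and ARF18 higher, where ARF8 was at -0.23, -1.03 and -1.03 ARF10 at -1.79, -0.08 and 0.40 and ARF18 at -0.61, -0.31 and 0.29, and ARF16, at 1.22 at the late stage, went the way the paper states. It has ARF6 lower, which in direction held at the early and the middle stage, at -0.87 and -0.71, and not at the late stage, at 0.15, or -0.14 with the TPM column. After the exchange, chosen after seeing the values, the late ratio was -0.89 and the middle ratio 0.32. In this later sentence it has ARF8 lower, which held in direction at each stage and did not pass the threshold. It has osa-miR167a-5p_R-1 higher at all stages, at 2.23, 0.53 and 0.95 here. The paper reports that PCR and sequencing went together for osa-miR1320-5p, whose N2Y6 values in Fig. 5, read by eye, stand at about 1, 9.5 and 1.3, and the normalized reads of 23.2, 419.5 and 37.2 have the same order.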

Other observations

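The exchange of LYP9-M and LYP9-L in this part was chosen after the result was seen, and the other tests were set before it.

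Between the late and the early stage over both hybrids, genes of the thylakoid, of photosynthesis and of the ribosome fell against other genes. The lists of transport and of ADP binding rose, and so did the apoptotic process list, which shares most of its loci with ADP binding. The cell death list of 231 loci was not called (median 0.18, adjusted p = 0.218 from limma's camera test). The paper does not report this comparison. limma's camera test with a correlation of 0.01 called 14 of the 32 lists, and none with an estimated correlation. The median log2 difference was -1.02 for 499 thylakoid loci (adjusted p = 2.32e-11, range over the alternatives 8.56e-12 to 0.677), with 384 of them lower. It was -1.01 for photosynthesis (adjusted p = 3.32e-07, range 3.08e-09 to 0.677), -0.63 for plastid (5.76e-08, 2.00e-08 to 0.677), -0.52 for ribosome constituents (3.22e-06, 5.10e-09 to 0.680) and -0.48 for translation (2.33e-05, 1.26e-07 to 0.677). It was -0.32 for precursor metabolites and energy (0.0151, 0.0215 to 0.677) and -0.34 for DNA metabolic process (0.0349, 0.00379 to 0.684). The thylakoid call is lost with an estimated correlation (adjusted p = 0.677 with an estimated correlation), as are the others, and fry of limma gave adjusted p of 0.379 to 0.388 for the 14 lists.

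Higher at the late stage were the apoptotic process and ADP binding lists, which share most of their loci, at 0.30 (adjusted p = 0.00188 each from limma's camera, range 0.0014 to 0.677), secondary metabolic process at 0.45 (0.0116, 0.0116 to 0.677), transport at 0.38 (0.0236, 0.00459 to 0.677), catabolic process at 0.31 (0.0407, 0.0113 to 0.677), protein kinase activity at 0.26 (0.0407, 0.0354 to 0.677) and response to extracellular stimulus at 0.38 (0.0486, 0.0215 to 0.677). All 7 calls were lost with an estimated correlation (adjusted p = 0.677 with an estimated correlation). edgeR called 0 single loci, with 2505 at an unadjusted p under 0.05, and DESeq2 called 813. After the exchange edgeR called 4411.

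Of 61 target genes named in the study, 1 passed edgeR's test of late against early when adjusted over the list alone, and none when adjusted over all loci. This was LOC_Os06g46270, a target of osa-miR164, which rose by a log2 difference of 6.42 (standard error 0.72, adjusted p = 0.0164 over the list). LOC_Os07g48550 for NAC domain protein 100, at 3.89 (adjusted p = 0.0507), and SIP19, at 4.72 (adjusted p = 0.114), did not pass. DESeq2 called all 3 over all loci, with adjusted p of 8.33e-09 for LOC_Os06g46270, 1.98e-05 for LOC_Os07g48550 and 4.69e-05 for SIP19.

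The 6 libraries of an assay make 10 splits into 3 and 3, too few for a share under 0.05. For the miRNA sequences the hybrids gave 2 past edgeR's test and the highest other split 0, so 1 split gave as many. For loci the hybrids and the highest other split gave 0, so all 10 splits gave as many, and at an unadjusted p under 0.05 the hybrids had 943 and the highest other split 2076. For the GO lists the hybrids gave 4 and the highest other split 11, and 7 splits gave as many. Stage stayed in the model of every split, so a split that puts both hybrids of 2 stages on the same side rests on the libraries of 1 stage, and 6 of the 10 splits form 3 pairs with equal counts. The split with 11 lists and 2076 loci compares N2Y6-L with LYP9-L in this way. Those that compare the middle and the early libraries had 2018 and 42 loci at an unadjusted p under 0.05. Each of these counts rests on 1 library per hybrid and takes its residual from the other 2 stages, so they do not rank the stages, and the exchange was not run for the splits.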
